# De Novo Assembly and Analysis of Tartary Buckwheat (*Fagopyrum tataricum* Garetn.) Transcriptome Discloses Key Regulators Involved in Salt-Stress Response

**DOI:** 10.3390/genes8100255

**Published:** 2017-10-03

**Authors:** Qi Wu, Xue Bai, Wei Zhao, Dabing Xiang, Yan Wan, Jun Yan, Liang Zou, Gang Zhao

**Keywords:** *Fagopyrum tataricum*, salt stress, transcriptome, Illumina sequencing, expression analysis

## Abstract

Soil salinization has been a tremendous obstacle for agriculture production. The regulatory networks underlying salinity adaption in model plants have been extensively explored. However, limited understanding of the salt response mechanisms has hindered the planting and production in *Fagopyrum tataricum*, an economic and health-beneficial plant mainly distributing in southwest China. In this study, we performed physiological analysis and found that salt stress of 200 mM NaCl solution significantly affected the relative water content (RWC), electrolyte leakage (EL), malondialdehyde (MDA) content, peroxidase (POD) and superoxide dismutase (SOD) activities in tartary buckwheat seedlings. Further, we conducted transcriptome comparison between control and salt treatment to identify potential regulatory components involved in *F. tataricum* salt responses. A total of 53.15 million clean reads from control and salt-treated libraries were produced via an Illumina sequencing approach. Then we de novo assembled these reads into a transcriptome dataset containing 57,921 unigenes with N50 length of 1400 bp and total length of 44.5 Mb. A total of 36,688 unigenes could find matches in public databases. GO, KEGG and KOG classification suggested the enrichment of these unigenes in 56 sub-categories, 25 KOG, and 273 pathways, respectively. Comparison of the transcriptome expression patterns between control and salt treatment unveiled 455 differentially expressed genes (DEGs). Further, we found the genes encoding for protein kinases, phosphatases, heat shock proteins (HSPs), ATP-binding cassette (ABC) transporters, glutathione S-transferases (GSTs), abiotic-related transcription factors and circadian clock might be relevant to the salinity adaption of this species. Thus, this study offers an insight into salt tolerance mechanisms, and will serve as useful genetic information for tolerant elite breeding programs in future.

## 1. Introduction

Soil salinization has been an afflicting factor for plant agriculture [1]. More than 800 million hectares of land are suffering from salinization throughout the world [2]. Breeding and application of salt-tolerant elites for each food crop is becoming extremely urgent to feed the global population in future decades. Prior to achieving this goal there should be a good knowledge of the fundamental mechanisms of plant salt responses at the molecular, cellular, and whole plant levels. Recently, much progress was made especially in model plants (such as *Arabidopsis thaliana* and *Oryza sativa*), improving our understanding of this process. For salinity adaption, plants have generated a complex of strategies mainly containing osmotic tolerance, detoxification of ions, and tolerance of tissue to accumulated ions [2]. Thus, a series of signal perception, signal transduction, transcriptional regulation and biochemical reactions are employed to achieve the responses [3]. Protein kinases (e.g., calcium-dependent protein kinases (CDPKs) and CBL-interacting protein kinases (CIPKs)) are very important for hyperosmotic signal transduction to downstream gene transcription regulation [3,4]. Transmembrane transporters, such as H^+^-ATPase, Na^+^/H^+^ exchangers or Na^+^/H^+^ antiporters and Na^+^/K^+^ cation transporters, are critical for ion homeostasis [1,3]. Physiological evidences demonstrated accumulation of osmolytes (e.g., proline, glycine betaine and mannitol), activation of antioxidant enzymes (e.g., catalase, superoxide dismutase and peroxidase) were utilized to minimize the damages for plant cells [5]. Furthermore, plant hormones (e.g., abscisic acid (ABA), brassinosteroid (BR) and gibberellic acid (GA)) are highly associated with various stress signaling cascades and adaption [6]. Combination of genetic studies and transcriptome investigation has disclosed that many transcription factors are involved in salt stress responses [7,8,9,10,11,12,13,14,15,16,17,18]. MYB [9], dehydration-responsive element-binding proteins (DREB) [19], basic-domain leucine-zipper (bZIP) [20], CRT/DRE-binding factor (CBF) [21], WRKY [10,12], and NAC [22] were showed to regulate the stress-responsive genes. Nevertheless, understanding of the complexity of salt stress tolerance mechanism in plant deserves more in-depth knowledge.

Recently, next-generation sequencing (NGS) technologies have revolutionized the genomic and transcriptomic studies due to its high accuracy, throughput and sensitivity [23]. At present, NGS-based RNA sequencing (RNA-seq) has been widely employed to decipher various abiotic stress responses in many cases, especially for the species without validly annotated genome [24].

Tartary buckwheat (*Fagopyrum tataricum* Garetn.) is becoming highly attractive because of the high-quality proteins and pharmaceutical ingredients, such as rutin, quercetin and isoquercetin in the seeds [25]. In China, tartary buckwheat is mainly distributed in the marginal land of Sichuan province, Guizhou province and Yunnan province as the main food of the minorities [26]. However, in recent years, owing to water deficit and irrational irrigation in these arid areas, soil salinization has become a growing obstacle for tartary buckwheat planting. Therefore, dissecting the underlying salt stress mechanisms of *F. tataricum* and subsequent application is of great significance for protecting *F. tataricum* from yield loss attributing to soil salinization. Several genes related to salt response of buckwheat have been reported [27]. However, a comprehensive understanding of the salt adaption mechanism still remains limited in buckwheat.

In this study, we conducted a genome-wide transcriptome analysis of *F. tataricum* via an Illumina paired-end sequencing platform. Sequencing and annotation of the *F. tataricum* genome [28] was undergoing, thus we de novo assembled a transcriptome and carried out global expression profiling to identify the potential regulators involved in salt stress response. This study will provide a valuable source for updating our understanding of the salt tolerance regulatory network in *F. tataricum*.

## 2. Material and Methods

### 2.1. Plant Materials and Growth Conditions

Tatary buckwheat (*F. tataricum* cv. Chuanqiao No.1) was used as the experimental materials in this study. The seeds were provided by the National Research and Development Center for Coarse Cereal Processing, Chengdu, Sichuan Province, China. The seeds were sown and grown in small pots (12 cm in diameter and 10 cm in depth) at the density of 40 seeds for each pot. After germination, the seedlings were cultured in a growth chamber under controlled conditions: 23 °C, 12 h for dark, and 25 °C, 12 h for light with light intensity at 100 umol·^−2^·s^−1^. The humidity was about 65% with watering supplied every three days. After growth for two weeks, the seedlings were subjected to salinity treatment by supplying with 200 mM sodium chloride solution. Three independent biological replicates with eight seedling plants per replicate for each sample were collected at 0 h and 24 h after salinity treatment. The 0 h (control) and 24 h (salt treatment) samples were used for physiological analysis and total RNA extraction.

### 2.2. Physiological Analysis

The relative water content (RWC) was measured according to the method of Li et al. [29], and the electrolyte leakage (EL) was measured according to the protocol described by Ishitani [30]. The malondialdehyde (MDA) content, peroxidase (POD) and superoxide dismutase (SOD) activities were tested by the methods used in previous study [31].

### 2.3. RNA Extraction and cDNA Library Preparation

Total RNA of three control and three salt treated biological replicates was extracted using TaKaRa MiniBEST Universal RNA Extraction Kit (TaKaRa, Shiga, Japan) according to the manufacturer’s protocols. The integrity and quantity of total RNA samples were assessed by using 1% agarose gel electrophoresis, Qubit RNA HS Assay Kit (Thermo Fisher Scientific, Waltham, MA, USA) and 2100 Bioanalyzer RNA 6000 Nano Assay Kit (Agilent Technologies, Singapore). mRNA was isolated from 5 ug total RNA (RNA Integrity Number (RIN) > 7.0, pooled in equal quantity from the total RNA of three replicates) of each sample by magnetic oligo(dT) beads, fragmented into short sequences, and then subjected to complementary DNA (cDNA) library construction by using Illumina TrueSeq RNA library method according to TrueSeq RNA Sample Preparation guide (Illumina Technologies, San Diego, CA, USA).

### 2.4. Illumina Sequencing and Sequences Assembly

The cDNA libraries of control and salt treatment samples were sequenced using Illumina Hiseq 2500 platform (Illumina Technologies) to generate 150 bp paired-end reads. The unqualified reads, including (1) adaptors contaminated reads; (2) unknown nucleotides more than 5% reads and (3) reads of which more than 50% of bases showed a *q*-value less than 5, were removed from the raw reads to obtain clean reads. Trinity program [32] was used to de novo assemble high-quality clean reads into transcriptome. The longest sequences of redundant and chimeric transcripts were defined as unigenes, and then were subjected to downstream functional annotation and coding sequence (CDS) prediction.

### 2.5. Coding Sequence Prediction, Functional Annotation and Classification of Unigenes

For CDS prediction, unigenes were compared with GenBank NR (NCBI non-redundant protein) [33] and Swiss-Prot databases [34] by BLAST [35] (E-value cut-off = 1 × 10^−5^), and the best alignment was used to determine the 5′-3′ orientation and the putative coding sequence region. ESTScan 3.0.3 [36] was used to predict the putative open reading frame (ORF) region of the unigenes without alignment in GenBank NR and Swiss-Prot databases.

To annotate the unigenes dataset, the sequences were aligned against GenBank NR [33], GenBank NT (NCBI nucleotide sequences) [33], Swiss-Prot databases [34] and KOG (euKaryotic Orthologous Groups) [37] using NCBI BLAST 2.2.28+ [35] with an E-value threshold of 1×10^-5^. Meanwhile, these unigenes were also annotated by KEGG (Kyoto Encyclopedia of Genes and Genomes) [38] using KAAS (E-value cut-off = 1 × 10^−10^) [39], by GO (Gene Ontology) [40] using Blast2GO v2.5 (E-value cut-off =1 × 10^−6^) [41] and by Pfam (Protein family) [42] using HMMER 3.0 [43] (E-value cut-off = 0.01).

### 2.6. Identification of Transcription Factor Families

To identify the potential transcription factor encoding genes in the transcriptome data, the assembled unigenes sequences were analyzed using PlantTFcat online tool (http://plantgrn.noble.org/PlantTFcat) as previously described [40].

### 2.7. Expression Analysis

The clean reads were mapped onto the assembled unigenes transcriptome using Bowtie [44], and the read count number for each gene was measured by RNA-Seq by Expectation-Maximization (RSEM) [45]. The estimated expression levels of all genes were calculated and normalized to fragments per kilobase of transcript per killion fragments mapped (FPKM) [46]. To identify the differentially expressed genes (DEGs), read count for each gene was normalized with the Trimmed mean of M-values (TMM) method [47], and then DEGseq [48] was used to screen the genes whose *q*-value were less than 0.005 and |log2FoldChange| > 1 between control and salinity treatment samples. Further, the identified DEGs were subjected to GO enrichment analysis by GOseq based on the Wallenius non-central hypergeometric distribution with the corrected *p*-value less than 0.05 [49]. Moreover, KEGG pathway enrichment analysis of the DEGs was also implemented using KEGG Orthology Based Annotation System (KOBAS) [50].

### 2.8. Identification of Simple Sequence Repeats (SSRs)

MISA (MIcroSAtellite) V1.0 [51] with default parameters was used to analyze distribution of various types of SSRs in all *F. tataricum* unigenes. The minimum number of repeat units for mono-nucleotide and di-nucleotide repeats were ten and six, respectively, while that for tri-nucleotide, tetra-nucleotide, penta-nucleotide and hexa-nucleotide repeats was five.

### 2.9. Reverse Transcription and Real-Time PCR

Two micrograms of total RNA for each sample were subjected to DNA digestion and reverse transcription to synthesize first-strand cDNA using EasyScript One-Step gDNA Removal and cDNA Synthesis SuperMix Kit (Transgen Biotech, Beijing, China). The cDNA reaction product was diluted 10-fold and 2 uL of the dilution was used to carry out real-time PCR using TransStart Green qPCR SuperMix (Transgen Biotech) on a real-time PCR system (LineGene 9600, BIOER, Hangzhou, China). The real-time PCR program consists of 94 °C for 5 min, 39 cycles of denaturing at 95 °C for 10 s, annealing and extension at 59 °C for 20 s. An actin gene was used as the internal control [52]. The relative expression level of detected genes was quantified by the 2^−ΔΔCt^ algorithm [37] using Microsoft Excel 2015 (Microsoft, Redmond, WA, USA). For each gene, we performed at least three biological replicates to determine the relative expression level. The related primers used for real-time PCR were list in Table S8.

### 2.10. Statistical Analysis

The data of various physiological indices in Figure 1 were subjected to Student’s *t*-test analysis using Microsoft Excel 2015.

## 3. Results

### 3.1. Physiological Analysis

In order to evaluate the effects of salt on physiological activities in *F. tataricum* seedlings, we measured a series of key physiological indices including relative water content (RWC), electrolyte leakage (EL), malondialdehyde (MDA) content, superoxide dismutase (SOD) and peroxidase (POD) activities. Two-week-old Chuan Qiao No.1 seedlings were treated with 200 mM NaCl solution, and then the aerial parts of seedling plants were collected at 0 h (control) and 24 h (salt treatment) after salt treatment. The collected seedling samples were used for physiological analysis.

As shown in Figure 1A, the RWC in salt stress plants was decreased (*p*-value < 0.05) than that in control plants. The EL analysis demonstrated that the EL was significantly increased (*p*-value < 0.01) from 4.7% to 7.2% after salt treatment (Figure 1B). The MDA content was sharply increased (*p*-value < 0.01) by 25.9% after salt treatment than control (Figure 1C). Meanwhile, we found both SOD and POD activities were significantly increased (*p*-value < 0.01) under salt stress (Figure 1D,E). These results suggest that salt stress of 200 mM NaCl solution is able to significantly affect the physiological activities in *F. tataricum* seedlings.

### 3.2. RNA-Seq and De Novo Assembly of the F. tataricum Transcriptome

To elucidate the underlying salt stress responsive mechanisms in tartary buckwheat, we carried out RNA-seq analysis. 

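The RNA-seq experiment compared the aerial parts of Chuan Qiao No. 1 seedlings, a tartary buckwheat cultivar, before treatment (0 h, control) and 24 h after supply of a 200 mM NaCl solution (salt treatment). RNA of 3 biological replicates of 8 seedlings each was pooled in equal quantity, so that 1 library was sequenced per condition. No untreated seedlings of the later time point were sequenced, so time since the start of the treatment and salt differ together between the libraries. The files hold, for each unigene, the read count that the authors estimated with RSEM after mapping with Bowtie onto their own assembly, the FPKM value, the length and the annotation. The counts are estimates and 295 of them in the control library and 330 in the salt treatment library were not whole, and they were rounded here before any test. The control library listed 40957 unigenes with a total count of 19361838.92, and the salt treatment library listed 42274 unigenes with a total count of 24847656.02. Both libraries listed 32142 unigenes, 8815 were listed only in the control library and 10132 only in the salt treatment library. The lowest FPKM listed in either library was 0.31, so a unigene that is missing from a library was below this level there and not necessarily without reads. Each unigene missing from a library was given 1 count before TMM normalization, which gave effective library sizes of 18875652.61 for control and 25510050.97 for salt treatment. With 1 pooled library per condition, the difference between seedlings of the same condition cannot be measured. No p-value, q-value or interval given for a comparison of the libraries therefore measures that difference, and no change has a replicate check within the RNA-seq data. The intervals and the test on the counts cover sampling error only. The test on values scaled to a smaller library size does not measure that error at the sequenced depth. Tests with an assumed biological variation rest on that assumption.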

Total RNA of control and salt treated samples were extracted, followed by cDNA library construction and paired-end Illumina deep sequencing. After removing the low-quality reads and adaptor sequences from reads, in total we obtain 23.81 million and 29.34 million clean reads from control and salt treatment libraries, which yielded 7.14 billion and 8.80 billion nucleotides, respectively (Table 1). With respect to GC content, control library reached 48.76% and that of salt treatment library accounted for 46.70% (Table 1). The percentage of Q20 sequences (with an error probability of 0.01) in control library reached 97.85%, while that in salt treatment library was 98.03% (Table 1). Using Trinity platform [32], we de novo assembled the two libraries clean reads into 75,287 transcripts, from which 57,921 unigenes were generated (Table 1). 

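The files together listed 51089 unigenes, with a total length of 42882089 bp. Of these, 28705 had at least 10 counts in the 2 libraries together. The number fell to 45942 when the 5147 unigenes near-identical to a sequence of another organism were left out, an alternative that was chosen after seeing the data.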

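Among the 51089 unigenes listed in at least 1 library, the shortest was 201 bp and the longest was 18866 bp. Length was tied to depth, since the 27251 unigenes of 500 bp or less had a median count of 4 in the 2 libraries together, against a median of 788 for the 13928 unigenes over 1000 bp.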

All the unigenes length ranged from 201 bp to 18,866 bp. The mean length, median length and N50 length of all assembled unigenes were 768 bp, 387 bp, and 1400 bp, respectively (Table 1).

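Over the 51089 listed unigenes, the mean length was 839.4 bp, the median length was 457 bp (95% binomial interval 451 to 462 bp) and the N50 was 1464 bp. Restricting the set to unigenes with at least 10 counts moved these values most, to a mean of 1269.2 bp, a median of 969 bp and an N50 of 1714 bp.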

An overview of the unigenes size distribution was showed in Figure 2. 

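Of the 51089 listed unigenes, 23838 (46.7%) were longer than 500 bp and 13928 (27.3%) were longer than 1000 bp. When only unigenes with at least 10 counts in the 2 libraries together were counted, these shares were 81.5% and 48.5%.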

Among these unigenes, 23,845 (41.17%) were longer than 500 bp, and that longer than 1000 bp reached 13,930 (24.05%). The assembled unigenes dataset was used as reference transcriptome for further analysis. The reference transcriptome data generated in this study could be found at the Gene Expression Omnibus (GEO), National Centre for Biotechnology Information (NCBI) (https://www.ncbi.nlm.nih.gov/geo/) under the accession number GSE104167.

### 3.3. Functional Annotation and Classification of Transcriptome Sequences

In order to fully annotate the unigenes dataset, we aligned each unigene sequence against Genebank NR [33], Genebank NT [33], Pfam [42], KOG [37], Swiss-Prot [34], KEGG [38] and GO [40] databases. Our analysis showed that, out of 57,921 unigenes, 30,500 (52.65%) were revealed to have significant matches in Genebank NR (Table 2), displaying the highest hit rate among all annotation events in the six public databases. 

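Among the 51089 unigenes of the files, 28699 had an entry in the NR column, which is 56.2% (95% Wilson interval 55.7% to 56.6%) and the largest share of the 7 annotation columns. The Swiss-Prot column followed with 43.6% (95% Wilson interval 43.2% to 44.1%). A minimum of 10 counts raised the NR share to 76.8%.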

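Entries in the Pfam, NT and Swiss-Prot columns were found for 19938 (39.0%), 19400 (38.0%) and 22297 (43.6%) of the 51089 listed unigenes. The 95% Wilson intervals, 38.6% to 39.4% for Pfam, 37.6% to 38.4% for NT and 43.2% to 44.1% for Swiss-Prot, do not overlap. Under 1 alternative chosen after seeing the data, unigenes near-identical to another organism were left out. The NT share then fell to 31.0%, while the Pfam share rose to 41.0%. The unigenes left out were chosen by their nucleotide match, so the fall of the NT share follows from that choice.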

The annotated unigenes number in Pfam, Genebank NT and Swiss-Prot were 20,859 (36.01%), 21,064 (36.36%) and 23,445 (40.47%), respectively (Table 2). By using Blast2GO v2.5, we found that 20,834 (35.96%) matched known proteins in GO (Table 2). 

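A GO term was listed for 19914 of the 51089 unigenes (39.0%, 95% Wilson interval 38.6% to 39.4%). The biological process column was filled for 14764 unigenes with 1003 distinct terms, the molecular function column for 17300 unigenes with 952 terms, and the cellular component column for 9545 unigenes with 324 terms. With at least 10 counts required in the 2 libraries together, 56.2% of unigenes had a GO term.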

The hits similarity in KEGG and KOG were 11,206 (19.34%) and 11,791 (20.35%) (Table 2), respectively, indicating relatively lower annotation rate than that in the other four databases. 

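In the files, 10686 unigenes (20.9%, 95% Wilson interval 20.6% to 21.3%) had a KEGG ortholog and 11427 (22.4%, 95% Wilson interval 22.0% to 22.7%) had a KOG entry. These entries stood for 3366 distinct KEGG orthologs and 2961 distinct KOG entries. Under a minimum of 10 counts the shares were 29.3% for KEGG and 34.5% for KOG, still below those of the other columns. From these shares the paper concludes that annotation was less frequent in KEGG and KOG than in the other databases.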

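All 7 annotation columns were filled for 4706 of the 51089 listed unigenes (9.2%, 95% Wilson interval 9.0% to 9.5%), and at least 1 column was filled for 33922 (66.4%, 95% Wilson interval 66.0% to 66.8%). The minimum of 10 counts changed the second share most, to 80.1%.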

Among all unigenes, 4813 (8.3%) could well match the known proteins in every database and 36,688 (63.34%) had significant matches in at least one database (Table 2). 

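No annotation column was filled for 17167 of the 51089 listed unigenes (33.6%, 95% Wilson interval 33.2% to 34.0%). These unigenes had a median length of 318 bp, against 717 bp for unigenes with an entry in at least 1 column. Among the unigenes without annotation, 13789 (80.3%) were 500 bp or shorter, and their median count in the 2 libraries together was 5, against 69 for annotated unigenes. When unigenes under 10 counts were dropped, 19.9% of the rest had no annotation. The paper names genes specific to F. tataricum or sequencing errors as possible reasons for the missing annotation.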

On the other hand, we found that those with non-annotation in any one of the databases reached 21,233 (36.66%) (Table 2), which could result from the specific genes in *F. tataricum*, or the error happened in sequencing. According to the similarity search in Genebank NR, over 20% of the *F. tataricum* transcriptome sequences shared strong similarity with genes of *Beta vulgaris* followed by *Vitis vinifera* (10.9%), *Arabidopsis thaliana* (4.9%), *Theobroma cacao* (3.6%), and *Jatropha curcas* (3.2%) (Figure 3).

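The species named in the best NR match was read for the 28699 unigenes with an NR entry. Beta vulgaris was named for 6225 (21.7%, 95% Wilson interval 21.2% to 22.2%), Vitis vinifera for 3218 (11.2%, interval 10.9% to 11.6%) and Arabidopsis thaliana for 1233 (4.3%, interval 4.1% to 4.5%). Theobroma cacao was named for 1054 (3.7%), Oryza sativa for 1041 (3.6%) and Jatropha curcas for 952 (3.3%). The intervals of Theobroma cacao, Oryza sativa and Jatropha curcas all overlap. The minimum of 10 counts moved the share of Arabidopsis thaliana to 1.1%, that of Oryza sativa to 1.2% and that of Beta vulgaris to 25.4%.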

To determine the gene ontology of transcriptome sequences, Blast2GO was used to analyze the predicted protein sequences similarity with Genebank NR and Pfam proteomes. We found 20,834 (35.96%) unigenes could be assigned to 56 GO sub-categories under biological process, cellular component and molecular function categories (Table S1). Among biological process, ‘cellular process’ (11,753, 56.4%) was overrepresented followed by ‘metabolic process’ (11,368, 54.6%), ‘single-organism process’ (8864, 42.5%), ‘biological regulation’ (3736, 17.9%), ‘regulation of biological process’ (3477, 16.7%), ‘localization’ (3334, 16%), and ‘response to stimulus’ (2345, 11.3%) (Figure 4). With respect to cellular component, both ‘cell’ and ‘cell part’ (6399, 30.7%) were the most dominant groups followed by ‘macromolecular complex’ (4258, 20.4%), ‘organelle’ (4150, 19.9%), ‘membrane’ (3068, 14.7%), and ‘membrane part’ (2889, 13.9%) (Figure 4). Under molecular function term, ‘binding’ (11,891, 57.1%), ‘catalytic activity’ (9823, 47.1%), ‘transporter activity’ (1374, 6.6%), ‘nucleic acid binding transcription factor activity’ (727, 3.5%), ‘structural molecule activity’ (601, 2.9%) and ‘molecular transducer activity’ (369, 1.8%) were highly represented (Figure 4).

Further, KOG classification revealed that 11,791 transcriptome sequences were clustered into 25 functional categories (Table S2). Among the 25 groups, ‘General function prediction only’ represented the most enriched term (2049, 17.4%), which was followed by ‘Posttranslational modification, protein turnover, chaperones’ (1583, 13.4%), ‘Signal transduction mechanisms’ (1142, 9.7%), ‘Intracellular trafficking, secretion, and vesicular transport’ (790, 6.7%), ‘Translation, ribosomal structure and biogenesis’ (769, 6.5%), ‘Carbohydrate transport and metabolism’ (663, 5.6%), ‘Energy production and conversion’ (588, 5.0%), ‘Secondary metabolites biosynthesis, transport and catabolism’ (587, 5.0%), ‘RNA processing and modification’ (578, 4.9%) (Figure 5). The smallest group was ‘Cell motility’ which only contained 4 genes.

To better understand the biological functions of our transcriptome genes on the biochemical pathways, we performed KEGG classification by comparing the unigenes with KEGG proteome data using the online KAAS. In total, we obtained 11,206 orthologs involved in 273 pathways in KEGG protein database (Table S3). 

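In the files, 10686 unigenes carried a KEGG ortholog, with 3366 distinct orthologs among them. The files list no pathways, so pathways were rebuilt from the lists in Table S3, each of the 273 pathways being given all unigenes that share a KEGG ortholog with a unigene shown there. Long lists are shortened in the text of Table S3 at hand, and 228 pathways reached at least 80% of their stated size while 45 did not. Without unigenes under 10 counts, 29.3% of unigenes had a KEGG ortholog, against 20.9% of all listed unigenes.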

The most enriched pathways were ‘Carbon metabolism’ (ko01200), ‘Biosynthesis of amino acids’ (ko01230), ‘Ribosome’ (ko03010), ‘Plant hormone signal transduction’ (ko04075), and ‘Protein processing in endoplasmic reticulum’ (ko04141). All the annotated unigenes could be categorized into five KEGG functional groups, out of which ‘Metabolism’ was overrepresented (5811, 51.9%) (Figure 6). In ‘Metabolism’, ‘Carbon metabolism’ (1079, 9.6%) was highly enriched followed by ‘Overview’ (797, 7.1%), ‘Energy metabolism’ (795, 7.1%), ‘Amino acid metabolism’ (725, 6.5%), and ‘Lipid metabolism’ (556, 5.0%) (Figure 6). 2324 unigenes were classified into ‘Genetic Information Processing’, including ‘Translation’ (921, 8.2%), ‘Folding, sorting and degradation’ (787, 7.0%), ‘Transcription’ (363, 3.2%), and ‘Replication and repair’ (253, 2.3%) (Figure 6). In ‘Organismal Systems’, 2201 unigenes were mainly distributed in ‘Endocrine system’ (459, 4.1%), ‘Environmental adaptation’ (400, 3.6%), and other sub-categories. In addition, 1,351 unigenes were involved in ‘Cellular Processes’, in which ‘Transport and catabolism’ (614, 5.5%), ‘Cell growth and death’ (424, 3.8%), ‘Cellular community’ (167, 1.5%), and ‘Cell motility’ (146, 1.3%) were highly enriched (Figure 6). ‘Environmental Information Processing’ accounted for 1269 unigenes, consisted of ‘Signal transduction’ (1143, 10.2%), ‘Membrane transport’ (120, 1.1%), and ‘Signaling molecules and interaction’ (6, 0.05%) (Figure 6). Together, these results suggest carbohydrate and amino acid metabolism, various signal transduction and translation events become active in *F. tataricum* under salt stress.

### 3.4. Identification of Transcription Factor Families

In plants, transcription factors usually play pivotal roles in growth and development processes. Accumulating evidence indicates that many transcription factor families are involved in abiotic stress responses [53]. We predicted the potential transcription factors using PlantTFcat online tool. In total, we identified 93 transcription factor families, including 3107 unigenes, accounting for 5.4% of the transcriptome (Table S4). Out of 93 families, ‘C2H2’ (473, 15.2%) was mostly overrepresented, followed by ‘WD40-like’ (285, 9.2%), ‘MYB-HB-like’ (193, 6.2%), CCHC (176, 5.7%), ‘PHD’ (148, 4.8%), ‘bHLH’ (121, 3.9%), ‘AP2-EREBP’ (104, 3.4%), and ‘bZIP’ (95, 3.1%).

### 3.5. Analysis of Differentially Expressed Genes

To investigate the DEGs between control and salt treatment libraries, we mapped the clean reads from each sample onto the *F. tataricum* reference transcriptome using Bowtie. Approximately 81.3% and 84.7% of the total high-quality reads from control and salt treatment libraries were mapped to the reference transcriptome, respectively. 

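The counts of the control library sum to 19361838.92, which is 81.3% of the clean reads of Table 1, and those of the salt treatment library sum to 24847656.02, which is 84.7%. A single unigene, with a best nucleotide match to ribosomal RNA, held 14.4% of the counts of the control library (95% Wilson interval 14.36% to 14.39%) and 3.6% of those of the salt treatment library (interval 3.64% to 3.65%).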

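The MARS test of DEGseq was run on TMM-normalized counts scaled to an equal library size (CPM), the scale of the read counts in Table 3. Of the 51089 unigenes, 432 had a q-value under 0.005 and a |log2FoldChange| over 1. The DEG with the fewest counts had 423 in the 2 libraries together, and the median DEG had 2617.5. The same test was also run on the counts at the depth at which they were sequenced, where 5035 unigenes passed the same cutoffs. All 432 DEGs of the first fit were among them, and 4603 were DEGs of the fit on the counts only, with a lowest count of 8 and a median of 60. An error between biological replicates can only be assumed here, and edgeR's exact test on the counts gave 2834, 1114 and 272 DEGs with an assumed biological coefficient of variation of 0.1, 0.2 and 0.4. Of 200 simulated changed unigenes, these settings recovered 198, 119 and 0, so calls lost at 0.2 or 0.4 can reflect missing power. Among the alternatives to the fit on CPM values, the use of the counts moved the number of DEGs most, from 432 to 5035.

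**Figure D1:**
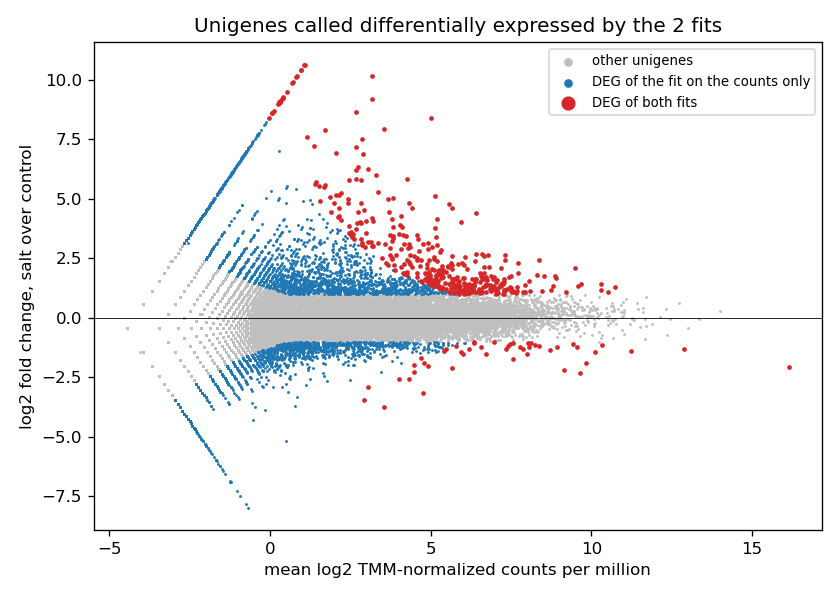
Log2 fold change of each unigene (salt treatment over control, y axis) against its mean log2 TMM-normalized CPM (x axis). Red points are the 432 DEGs of both fits, blue points are the 4603 DEGs of the fit on the counts only and grey points are the other unigenes; the red points lie at higher expression or larger change than the blue points, and the straight lines of points at the left are unigenes with few counts.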

Using DEGseq, with the cutoff of *q*-value < 0.005 and |log2FoldChange|>1, we obtained 455 DEGs (Figure S1). Among these DEGs, 404 unigenes had higher expression levels under salt treated conditions, whereas only 51 unigenes had higher expression levels under control conditions.

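Among the 432 DEGs of the fit on CPM values, 384 were higher in the salt treatment library and 48 were higher in the control library. The imbalance was smaller in the fit on the counts, with 2957 rising and 2078 falling DEGs. In edgeR's exact test on the counts, an assumed biological coefficient of variation of 0.1 gave 2055 rising and 779 falling DEGs. With 0.2 the numbers were 947 and 167, and with 0.4 they were 251 and 21. The unigenes with at least 100 counts had a median log2 fold change of 0.04 and quartiles of -0.29 and 0.39. TMM normalization centres the log ratios of most unigenes by design, so this median cannot show whether they shifted as a whole. Among the other settings of the fit on CPM values, the fold change cutoff mattered most, with 627 rising and 110 falling DEGs without it and 186 and 12 with a |log2FoldChange| over 2.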

To understand the biological function of the DEGs, we performed GO term enrichment using Blast2GO. 

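Of the 432 DEGs, 345 had a GO term, and they were compared with the 19914 unigenes with a GO term. Among the 549 terms with at least 1 DEG, 12 had an adjusted p-value under 0.05 in the Wallenius test with length weights and Benjamini-Hochberg adjustment. The terms were used as the files list them, without their ancestor terms. The number of terms was also 12 under each of the 3 alternatives, but the lists differed: the plain hypergeometric test shared 11 terms with the main list, and the DEGs of the fit on the counts shared 7.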

Out of 455 DEGs, 363 DEGs were highly abundant in 25 GO terms (Corrected *p*-Value < 0.05). GO enrichment analysis revealed that these DEGs were overrepresented in ‘oxidation-reduction process’, ‘endopeptidase inhibitor activity’, ‘endopeptidase regulator activity’, ‘peptidase inhibitor activity’, ‘peptidase regulator activity’, ‘cell morphogenesis’, and ‘cellular component morphogenesis’ (Figure 7A and Table S5). 

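In the test of all DEGs, cell morphogenesis was carried by 8 DEGs where 0.45 were expected by chance (26 unigenes with the term, adjusted p = 2.2e-05). Oxidation-reduction process was carried by 58 DEGs where 30.3 were expected (1747 unigenes, adjusted p = 0.00063). Serine-type endopeptidase inhibitor activity was carried by 4 DEGs where 0.45 were expected (adjusted p = 0.013), while the broader term endopeptidase inhibitor activity, as the files list it, had an adjusted p of 0.12. Of the 8 unigenes that Table S5 lists under endopeptidase inhibitor activity, 7 were DEGs here, 7 had a log2 fold change above 0 and 1 fell, with values from -2.26 to 10.41. The values of c51542_g1 (10.41) and c61221_g1 (9.07), which the control library does not list, rest on the 1 count given to unlisted unigenes. With the DEGs of the fit on the counts, the adjusted p of serine-type endopeptidase inhibitor activity was 0.24, while those of cell morphogenesis and oxidation-reduction process were 0.0021 and 0.0027.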

Most of the up-regulated DEGs in salt treatment were enriched in ‘cell morphogenesis’, ‘cellular component morphogenesis’, ‘oxidation-reduction process’, ‘endopeptidase inhibitor activity’, ‘endopeptidase regulator activity’, ‘peptidase inhibitor activity’, ‘peptidase regulator activity’, ‘cell wall macromolecule metabolic process’, and ‘oxidoreductase activity’ (Table S5). 

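Of the 384 rising DEGs, 319 had a GO term, and 13 terms had an adjusted p-value under 0.05. Cell morphogenesis had 8 rising DEGs (adjusted p = 1.1e-05), oxidation-reduction process 53 (adjusted p = 0.0021), oxidoreductase activity 34 (adjusted p = 0.0040) and serine-type endopeptidase inhibitor activity 4 (adjusted p = 0.012). Cell wall macromolecule catabolic process had 5 rising DEGs where 0.48 were expected (adjusted p = 0.015). The 9 unigenes that Table S5 lists under cell wall macromolecule metabolic process were all DEGs here, with log2 fold changes from 1.14 to 10.12. The largest, that of c31342_g1, which the control library does not list, rests on the 1 count given to unlisted unigenes. The 8 unigenes that Table S5 lists under cell morphogenesis were all DEGs too, from 1.00 to 2.89. Over all DEGs, the adjusted p of oxidoreductase activity moved from 0.0056 to 0.28 when the DEGs of the fit on the counts were used instead.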

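Of the 48 falling DEGs, 26 had a GO term, and 22 terms had an adjusted p-value under 0.05, so that each term rests on few unigenes. Proton transport had 6 falling DEGs where 0.55 were expected (adjusted p = 0.0041), and ATP synthesis coupled proton transport had 3 where 0.17 were expected (adjusted p = 0.031). Photosystem II had 3 (adjusted p = 0.028), photosynthesis 4 (adjusted p = 0.031) and sodium ion transport 3 (adjusted p = 0.031). Table S5 lists 12 DEGs under ATP metabolic process, and all 12 were DEGs here, of which 6 rose and 6 fell, with log2 fold changes from -2.57 to 4.13. The purine nucleoside, ribonucleoside and nucleoside triphosphate metabolic terms each listed 12 DEGs, 6 rising and 6 falling. Of the 18 unigenes listed under monovalent inorganic cation transport, 11 rose and 7 fell. The number of falling DEGs itself ranged widely, and it was 12 with a |log2FoldChange| over 2 and 110 with no fold change cutoff. From the enriched terms, the paper concludes that these functions might be activated under salt stress.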

Meanwhile, the down-regulated DEGs under salt treated conditions were overrepresented in ‘ATP metabolic process’, ‘purine nucleoside triphosphate metabolic process’, ‘ribonucleoside triphosphate metabolic process’, ‘purine ribonucleoside triphosphate metabolic process’, ‘nucleoside triphosphate metabolic process’ and ‘monovalent inorganic cation transport’ (Table S5). These results indicated the biological functions described above might be activated under salt stress in *F. tataricum*.

In addition, in order to further predict which biochemical pathways these DEGs may be involved in, we carried out KEGG enrichment analysis. 

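Pathways were tested with a one-sided Fisher exact test over the 228 pathways that could be rebuilt to at least 80%, against 5735 unigenes with a pathway, 129 of them DEGs. Antigen processing and presentation (ko04612) held 11 DEGs where 1.69 were expected by chance (75 unigenes, adjusted p = 7.6e-05). Estrogen signaling pathway (ko04915) held 11 DEGs where 2.20 were expected (98 unigenes, adjusted p = 0.00056). In all, 6 of the 108 pathways with at least 1 DEG had an adjusted p-value under 0.05. Protein processing in endoplasmic reticulum (ko04141) could be rebuilt to 64.0% and Plant-pathogen interaction (ko04626) to 75.6%, which is too little for a test, and their rebuilt lists held 19 and 10 DEGs. Toxoplasmosis (ko05145) is not among the pathways of Table S3, so it could not be tested. With the DEGs of the fit on the counts, the adjusted p was 0.0081 for both tested pathways.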

The results revealed that the DEGs were highly represented in pathway terms ‘Antigen processing and presentation’ (ko04612), ‘Protein processing in endoplasmic reticulum’ (ko04141), ‘Estrogen signaling pathway’ (ko04915), ‘Toxoplasmosis’ (ko05145), and ‘Plant-pathogen interaction’ (ko04626) (Figure 7B and Table S6).

### 3.6. Validation of Differentially Expressed Genes by Real-Time PCR

To confirm the reliability of expression profile data obtained by RNA-seq analysis, we conducted real-time PCR analysis. Fourteen unigenes randomly selected from the DEGs were further qualified the expression levels in control and salt treated samples. 

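The real-time PCR values are not in the files analysed here, and the values that follow are those of RNA-seq. Of the 14 unigenes of Fig. 8, 7 rose and 7 fell in the libraries, and 13 were DEGs of the fit on CPM values. The largest rise was that of c14111_g2, with counts of 117 in control and 1194 in salt treatment (log2 fold change 2.92, 95% Wilson interval 2.64 to 3.19). The largest fall was that of c32912_g3, with counts of 469 and 58 (log2 fold change -3.45, interval -3.84 to -3.06). The unigene c60607_g1 had counts of 1106 and 560, a log2 fold change of -1.42 and a q-value of 0.0056, just above the cutoff. The actin unigene c24824_g1, the internal control of the real-time PCR, had counts of 34185 and 54953 and a log2 fold change of 0.25 (interval 0.23 to 0.27). Of the 14 values, that of c32912_g3 changed most between settings, to -3.15 as a difference of log2(FPKM + 1). From the relation between both methods in Fig. 8, the paper concludes that the expression profile is reliable.

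**Figure D2:**
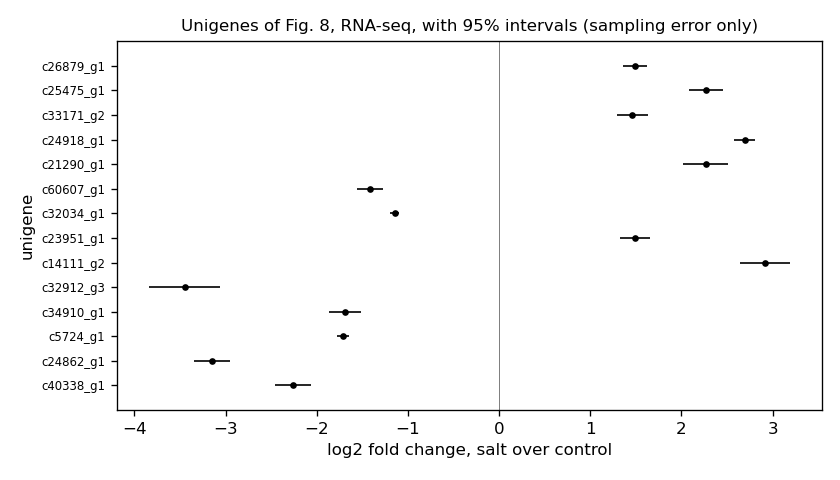
Log2 fold change of the 14 unigenes of Fig. 8 in the RNA-seq libraries (x axis, salt treatment over control) for each unigene (y axis), with 95% Wilson intervals that cover sampling error only. The 7 rising unigenes lie to the right of 0 and the 7 falling unigenes to the left, from -3.45 to 2.92.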

The fold changes of these genes obtained by real-time PCR were consistent with that obtained by RNA-seq analysis (according to Pearson correlation analysis, R^2^ = 0.9372) (Figure 8), thus confirming the accuracy and strong reliability of the expression analysis results.

### 3.7. Identification of Simple Sequence Repeats 

Molecular markers, such as Random Amplified Polymorphic DNA (RAPD), Restriction Fragment Length Polymorphism (RFLP), Single Nucleotide Polymorphism (SNP) and Simple Sequence Repeats (SSRs), have been extensively used as powerful tools for genetic study and marker-assisted selection (MAS) in many food crops [54]. In this study, we performed SSRs screening using MISA search tool [51].

By screening 57,921 transcriptome sequences, a total of 6176 potential SSRs were identified to distribute among 5455 unigenes, out of which 599 unigenes were found to harbor more than one SSR. The most abundant SSR type was mononucleotide repeats (3678, 59.6%), followed by tri-nucleotide (1410, 22.8%), di-nucleotide (1010, 16.4%), tetra-nucleotide (49, 0.8%), hexa-nucleotide (21, 0.3%), and penta-nucleotide repeats (8, 0.1%) (Figure 9). Among all SSRs, the most dominant motif was A/T (3641, 59%), in which 9–12 tandem repeats were overrepresented followed by 13–16, 17–20 and 21–27 tandem repeats. In di-nucleotide repeats, AT/AT displayed the higher frequency (545, 8.8%) followed by AG/CT (378, 6.1%). For tri-nucleotide repeats, AAG/CTT showed the most abundant occurrence (434, 7.0%) followed by ATC/ATG (218, 3.5%), ACC/GGT (181, 2.9%), AAC/GTT (125, 2.0%), and AGG/CCT (120, 1.9%) (Table S7). Among di-nucleotide and tri-nucleotide repeats, SSRs with 5–8 tandem repeats were the most common tandem repeat.

## 4. Discussion

Soil salinization is a severe threat to the yield of many crops. Recently, transcriptome studies on a large number of species, such as rice, *Arabidopsis*, smooth cordgrass (*Spartina alterniflora*) [14], wheat (*Triticum aestivum*) [15] and *Caragana korshinskii* [55], have been intensively carried out to decode the salt stress response. These studies have largely improved our understanding of salt-responsive mechanisms of plants. However, more investigation is needed especially for the uncharacterized species. In this study, we characterized the salt-responsive transcriptome of *F. tataricum*. To our knowledge, before this study, there are seldom reports focused on globally deciphering the salt response via RNA-seq in *F. tataricum*.

Chuan Qiao No. 1 is one of the most widely grown tartary buckwheat cultivar in Sichuan Province. Considering the importance of seedling stage for tartary buckwheat development and yield, we used two-week-old seedlings as the experimental materials for physiological activities analysis and RNA-seq analysis. By measuring the RWC, we found salt stress could cause water loss in seedling plants at 24 h after salt treatment. EL and MDA content are usually used to evaluate the integrity of plant cell membranes under abiotic stress [56]. Significantly increased EL and MDA content indicated 200 mM NaCl solution has largely affected the robust status of cell membrane in tartary buckwheat seedlings. When exposed to abiotic stress, plant antioxidant enzymes such as POD and SOD are usually activated to protect cells and subcellular systems from damage caused by reactive oxygen species (ROS) [57]. Consistently, we tested and found increased POD and SOD activities in seedling plants after salt treatment for 24 h.

Due to unavailable genome information, we de novo assembled a transcriptome of *F. tataricum*. A total of 53.15 million clean reads yielded 57,921 unigenes with N50 length of 1400 bp and total length of 44.5 Mb. Recently Zhu et al. generated an aluminum responsive transcriptome containing 39,815 contigs [58], whereas Logacheva et al. assembled a floral transcriptome containing 25,401 contigs [59] in *F. tataricum*. Thus, our high-throughput RNA-seq yielded considerably more genes. 

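The files list 51089 unigenes in at least 1 library, of which 28705 had at least 10 counts in the 2 libraries together and 23838 were longer than 500 bp. Leaving out unigenes near-identical to a sequence of another organism, chosen after seeing the data, left 45942. The assemblies of the earlier studies are not in the files analysed here. From the number of assembled unigenes, the paper concludes that its sequencing yielded more genes.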

We speculated the gaps could result from the differences between salt stress and aluminum stress processes, or from the sequencing approaches.

Among all transcriptome sequences, 36,688 (63.34%) unigenes were annotated in public databases. Through GO classification, 20,834 (35.96%) unigenes were categorized into 56 sub-categories, out of which ‘metabolic process’, ‘binding’, ‘cellular process’ and ‘catalytic activity’ were strongly represented. Meanwhile, KEGG and KOG classification were used as alternative approaches to map the unigenes to biological pathways. The results showed that metabolic pathways of ‘Posttranslational modification, protein turnover, chaperones’, ‘Signal transduction mechanisms’, ‘Intracellular trafficking, secretion, and vesicular transport’ in KOG and ‘Signal transduction’, ‘Carbohydrate metabolism’ and ‘Translation’ in KEGG were overrepresented. These results can supply with important cues for dissecting the molecular mechanisms of salt responses in *F. tataricum*.

Through comparison of gene expression patterns between control and salt treatment, we obtained 455 DEGs. This is relatively a smaller number compared with the DEGs numbers obtained in *Arabidopsis* [60,61], wheat [15], and rice [62]. We speculated that this gap could result from the fact that our RNA-seq data mainly reflected the early-stage gene expression profiles under salt stress (24 h after salt treatment). Anyway, among these DEGs, the genes related to protein kinases, phosphatases, HSPs, ABC transporters, GSTs, abiotic-related transcription factors and circadian clock were dominant. 

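Table 3 names 61 distinct unigenes, of which 60 rose and 1 fell. Their log2 fold changes ranged from -1.14 to 8.41 with a median of 1.75. In the fit on CPM values 59 of them were DEGs, and all 61 were DEGs of the fit on the counts. With an assumed biological coefficient of variation of 0.1, 0.2 and 0.4 in edgeR's exact test, 61, 35 and 8 of them remained DEGs. Among all 77 named unigenes, the difference of log2(FPKM + 1) moved most values, with 22 outside their interval, 16 of them closer to 0. From the classes in Table 3, the paper concludes that kinases, phosphatases, HSPs, transporters, GSTs, transcription factors and the circadian clock stand out among the DEGs.

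**Figure D3:**
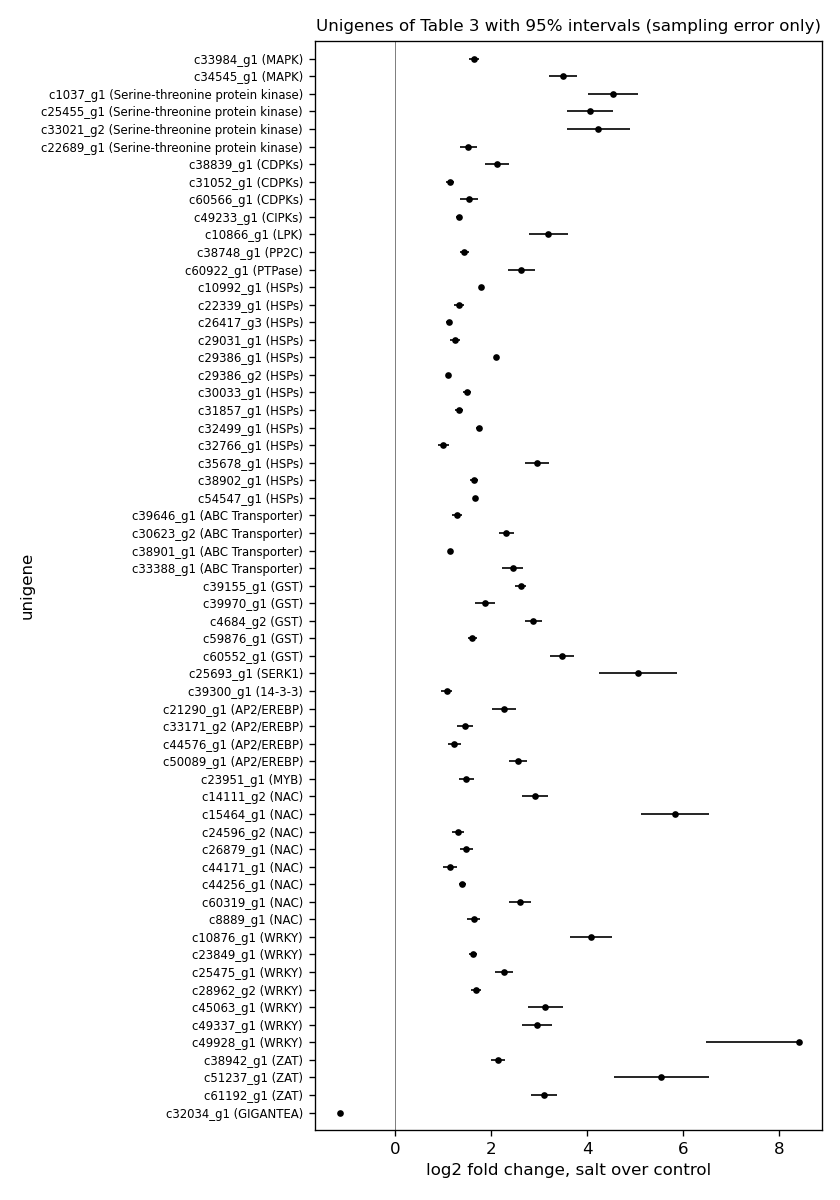
Log2 fold change of the 61 unigenes of Table 3 (x axis, salt treatment over control) by unigene and class (y axis), with 95% Wilson intervals that cover sampling error only. All but c32034_g1 lie to the right of 0, and c49928_g1, which the control library does not list, has no upper bound.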

Protein kinases and phosphatases act as key components in plant stress signaling [2]. Previous studies indicated that the mitogen-activated protein kinases (MAPK) pathways were tightly related to salt stress response [18,63,64,65]. Among our DEGs, *c33984_g1* and *c34545_g1*, two homologs of MAPK kinase, were up-regulated after salinity treatment (Table 3), suggesting MAPK signaling pathways are also involved in buckwheat salt signaling. 

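The count of c33984_g1 was 901 in control and 3799 in salt treatment, a log2 fold change of 1.64 (95% Wilson interval 1.54 to 1.75, q = 2.8e-12 from the MARS test on CPM values, no replicates). That of c34545_g1 was 99 and 1510, a log2 fold change of 3.50 (interval 3.20 to 3.79, q = 4.3e-11). The 2 intervals do not overlap, and neither includes 0. The pseudocount mattered more for the unigene with fewer reads, and c34545_g1 had a log2(FPKM + 1) difference of 3.24. From both rises the paper proposes that MAPK signaling takes part in the salt response of buckwheat.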

Meanwhile, four serine-threonine protein kinase encoding genes, namely *c1037_g1*, *c25455_g1*, *c33021_g2*, *c25455_g1* and *c22689_g1* showed significantly higher expression levels in salt treatment (Table 3), which was consistent with the observation in *Spartina alterniflora* salt stress transcriptome data [14]. 

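The sentence names 4 distinct unigenes. Counts in control and salt treatment were 30 and 941 for c1037_g1, 37 and 836 for c25455_g1, 19 and 482 for c33021_g2, and 294 and 1146 for c22689_g1. The log2 fold changes were 4.54 (95% Wilson interval 4.02 to 5.06), 4.06 (3.59 to 4.54), 4.23 (3.57 to 4.89) and 1.53 (1.34 to 1.71). The intervals of the first 3 unigenes overlap, so their rises cannot be told apart at this depth, while c22689_g1 rose less. The q-values of the MARS test on CPM values were 6.2e-08, 1.2e-06, 0.00087 and 0.0038. On the log2(FPKM + 1) scale the rise of c33021_g2 was 2.77, the largest shift of the 4. The paper sets these rises beside those seen in Spartina alterniflora.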

In *Arabidopsis thaliana*, calcium signaling is elicited by salt stress, and calcium-dependent protein kinases (CDPKs) and CBL-interacting protein kinases (CIPKs) mediate the calcium signal and downstream responses [1,4,66]. It is worth noting that *c38839_g1*, *c31052_g1*, *c60566_g1* (three putative CDPKs) and *c49233_g1* (a putative CIPK) were up-regulated under salt stress (Table 3). 

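The CDPK unigenes had counts in control and salt treatment of 152 and 897 (c38839_g1), 1985 and 5927 (c31052_g1), and 272 and 1067 (c60566_g1). Their log2 fold changes were 2.13 (95% Wilson interval 1.88 to 2.37), 1.14 (1.07 to 1.22) and 1.54 (1.35 to 1.73). The MARS test on CPM values gave q-values of 0.00080 and 1.8e-11 for c38839_g1 and c31052_g1, and 0.0061 for c60566_g1, which is above the cutoff of 0.005. The CIPK unigene c49233_g1 had counts of 5300 and 17902 and a log2 fold change of 1.32 (interval 1.28 to 1.37, q = 4.0e-44). Of the 4 unigenes, c38839_g1 was the most sensitive to the processing, at 1.95 as a log2(FPKM + 1) difference.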

Previous study showed that overexpression of a *L*-type lectin-domain-containing receptor kinase (AtLPK1) enhanced the salt-stress tolerance in *Arabidopsis* [67]. Coincidentally, our analysis showed that the expression of *c10866_g1* (a homolog of *AtLPK1*) was increased by about 9-fold in salt treatment than in control (Table 3). 

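The unigene c10866_g1 had 52 counts in control and 642 in salt treatment, or 2.75 and 25.17 TMM-normalized CPM. The ratio was 9.14, a log2 fold change of 3.19 (95% Wilson interval 2.79 to 3.60, q = 0.00034 from the MARS test on CPM values, no replicates). Adding 1 to the FPKM values lowered the log2 difference to 2.56. The paper relates this rise to the salt tolerance that the homologous Arabidopsis kinase confers when overexpressed.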

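For the PP2C unigene c38748_g1, 1201 counts in control and 4407 in salt treatment gave a log2 fold change of 1.44 (95% Wilson interval 1.35 to 1.53, q = 6.4e-12 from the MARS test on CPM values). For the tyrosine-protein phosphatase unigene c60922_g1, 116 and 969 counts gave 2.63 (interval 2.35 to 2.91, q = 2.5e-05). The log2(FPKM + 1) difference of c60922_g1 was 2.49. From the rise of both unigenes the paper proposes a role of protein phosphatases under stress.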

Besides, one putative protein phosphatase 2C (PP2C) gene (*c38748_g1*) and one tyrosine-protein phosphatase gene (*c60922_g1*) were significantly induced by salt stress (Table 3), suggesting protein phosphatases may play important roles in *F. tataricum* under stress.

In *Arabidopsis* and creeping bentgrass (*Agrostis stolonifera* L.), heat shock proteins (HSPs) function as protein chaperones to attenuate plant abiotic stress responses [68,69,70]. 

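All 13 HSP unigenes of Table 3 rose, with log2 fold changes from 1.00 to 2.97 and a median of 1.50. The strongest rise was that of c35678_g1, with 139 counts in control and 1467 in salt treatment (log2 fold change 2.97, 95% Wilson interval 2.71 to 3.22, q = 2.5e-09 from the MARS test on CPM values). The unigene c29386_g1 had the most reads, 6542 and 38006, and a log2 fold change of 2.10 (interval 2.07 to 2.14, q = 1.8e-176). It shares its assembly component with c29386_g2 (7605 and 22019 counts, log2 fold change 1.10), and reads of such near copies could be divided between them by the counting. The smallest rise was that of c32766_g1, with 879 and 2381 counts and a log2 fold change of 1.00 (interval 0.89 to 1.11, q = 0.0014). All 13 were DEGs of both fits, and 13, 6 and 0 of them remained with an assumed biological coefficient of variation of 0.1, 0.2 and 0.4. At 0.4 that test recovered 0 of 200 simulated changed unigenes, so the loss there can reflect missing power. The largest shift between settings was that of c29031_g1, from 1.24 to 1.32 as a difference of log2(FPKM + 0.1). From the higher transcript levels the paper proposes that HSPs take part in the regulation.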

A lot of potential HSPs homologs identified by our study, such as *c10992_g1*, *c22339_g1*, *c26417_g3*, *c29031_g1*, *c29386_g1*, *c29386_g2*, *c30033_g1*, *c31857_g1*, *c32499_g1*, *c32766_g1*, *c35678_g1*, *c38902_g1* and *c54547_g1*, were shown to accumulate more transcripts under salt stress (Table 3), suggesting the involvement of HSPs regulatory mechanisms. ATP-binding cassette (ABC) transporters are also correlated with salt and other abiotic stress resistance [71,72]. Overexpression of *AtABCG36* displayed higher fresh weight and stronger drought and salt resistance than wild type in *Arabidopsis*. Here, two ABC transporter B family members (*c39646_g1* and *c30623_g2*) and two ABC transporter C family members (*c38901_g1* and *c33388_g1*) were significantly up-regulated (Table 3), suggesting ABC transporters might share similar function in *F. tataricum* as well as in *Arabidopsis*. 

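Counts in control and salt treatment were 850 and 2816 for c39646_g1 and 417 and 2815 for c30623_g2, the B family members, with log2 fold changes of 1.29 (95% Wilson interval 1.18 to 1.40) and 2.32 (2.17 to 2.47). The C family members c38901_g1 and c33388_g1 had 4502 and 13416 counts and 191 and 1415 counts, with log2 fold changes of 1.14 (1.09 to 1.19) and 2.45 (2.24 to 2.67). In each family the intervals of the 2 members do not overlap. The q-values of the MARS test on CPM values lay between 2.0e-26 (c38901_g1) and 2.3e-06 (c39646_g1). The rise of c33388_g1 became 2.08 when 1 was added to the FPKM values. The paper proposes that these transporters may act as in Arabidopsis.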

Glutathione S-transferases (GSTs) play vital roles in response to the oxidative stress including drought, salt and other stress [73,74,75]. Elevated expression levels of *GST*s in tobacco and soybean were proven to enhance salt stress tolerance [74,75]. 

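The 5 GST unigenes rose with log2 fold changes from 1.61 to 3.47. The lowest was that of c59876_g1, with counts of 1164 in control and 4797 in salt treatment (log2 fold change 1.61, 95% Wilson interval 1.52 to 1.70, q = 3.5e-15 from the MARS test on CPM values). The highest was that of c60552_g1, with 136 and 2035 counts (3.47, interval 3.22 to 3.72, q = 5.6e-15). Between them lay c39970_g1 (1.87), c39155_g1 (2.61) and c4684_g2 (2.88). With an assumed biological coefficient of variation of 0.2, 4 of the 5 remained DEGs, and with 0.4, where the test lacked power in simulated data, none did. For c60552_g1 the log2(FPKM + 1) difference was 3.39. The paper reasons from these rises that GSTs might bear on stress tolerance.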

In our study, five putative *GST* encoding genes, namely *c39155_g1*, *c39970_g1*, *c4684_g2*, *c59876_g1* and *c60552_g1*, showed significantly higher expression levels under salinity stress (Table 3), indicating GSTs might also impact the stress tolerance in *F. tataricum*.

Brassinosteroid (BR) metabolism participates in regulating plant growth and abiotic stress resistance [56]. Genetic and biochemical evidences demonstrated that somatic embryogenesis receptor kinases (SERKs) interacted with brassinosteroid insensitive 1 (BRI1) and were indispensable for early steps in BR signaling [76]. In rice (*Oryza sativa*), interaction between 14-3-3 proteins and OsBZR1 was essential for maintaining robust BR responses [77]. Notably, the fact that *c25693_g1* (putative SERK1) and *c39300_g1* (predicted 14-3-3) were remarkably up-regulated under salt treated conditions (Table 3) indicated that BR signaling might also participate in salt stress signaling pathways in *F. tataricum*.

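The SERK1 unigene c25693_g1 had 12 counts in control and 542 in salt treatment, a log2 fold change of 5.06 (95% Wilson interval 4.25 to 5.88, q = 0.00013 from the MARS test on CPM values). The 14-3-3 unigene c39300_g1 had 739 and 2100 counts, a log2 fold change of 1.07 (interval 0.95 to 1.19, q = 0.0018), so that its interval reaches below the cutoff of 1. As a log2(FPKM + 1) difference, the rise of c25693_g1 was 4.17. From both rises the paper proposes that brassinosteroid signaling might take part in the response.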

Using the PlantTFcat online tool, 3,107 out of 57,921 unigenes were predicted to encode for various putative transcription factors, which belong to 93 families. Interestingly, a great deal of abiotic stress responsive transcription factors, such as WD40-like, MYB, apetala2/ ethylene-responsive element-binding protein (AP2/EREBP), WRKY, bZIP and C2C2-Dof, were strongly dominant. Notably, many of them showed differentially expression patterns between control and salt treated conditions. 

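All 23 transcription factor unigenes of Table 3 rose, with log2 fold changes from 1.14 to 8.41 and a median of 2.27, and 22 of them were DEGs of the fit on CPM values. The exception was the NAC member c44171_g1, with 560 counts in control and 1670 in salt treatment, a log2 fold change of 1.14 (95% Wilson interval 1.00 to 1.28) and a q-value of 0.0052. The WRKY member c49928_g1 is not listed in the control library and had 461 counts in salt treatment. Its log2 fold change of 8.41 rests on the 1 count given to unlisted unigenes. The lower bound of its interval was 6.47, computed as if it had 0 counts in control, while Table 3 gives it a control value above that of 1 count. Among unigenes listed in both libraries, the largest rises were those of the NAC member c15464_g1 (16 and 1234 counts, 5.83, interval 5.13 to 6.54) and the ZAT member c51237_g1 (8 and 504 counts, 5.54, interval 4.55 to 6.53). The AP2/EREBP members rose by 1.24 to 2.56 on the log2 scale and the MYB member c23951_g1 by 1.49. With an assumed biological coefficient of variation of 0.2, 14 of the 23 remained DEGs, and with 0.4, 4 did. The log2(FPKM + 1) difference of c49928_g1 was 4.68, the largest shift among the 23. From the known roles of these families, the paper proposes that they may confer adaption to salinity.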

In this study, four *AP2/EREBP* members (*c21290_g1*, *c33171_g2*, *c44576_g1* and *c50089_g1*), one *MYB* member (*c23951_g1*), eight *NAC* members (*c14111_g2*, *c15464_g1*, *c24596_g2*, *c26879_g1*, *c44171_g1*, *c44256_g1*, *c60319_g1* and *c8889_g1*), seven *WRKY* members (*c10876_g1*, *c23849_g1*, *c25475_g1*, *c28962_g2*, *c45063_g1*, *c49337_g1* and *c49928_g1*) and three *ZAT* members (*c38942_g1*, *c51237_g1* and *c61192_g1*) were increased by more than 2 folds (7.4 > log_2_.fold changes >1.2) in salt treatment than control samples (Table 3). Accumulating evidence demonstrates that *AP2*/*EREBP*, *MYB*, *NAC*, *WRKY* and *ZAT* family members are closely associated with abiotic stress defense [1,2,56,57,78]. Overexpression of *AP2*/*EREBP* resulted in improved salt tolerance in rice and *Arabidopsis* [79]. In *MYB* family, *OsMYB3R*-2 and *OsMYB48-1* overexpressors have been shown to harbor increased tolerance to cold, drought and salt stress in plant [9,13]. In soybean (*Glycine max*) and rice, NAC transcription factors were found to confer resistance to drought and salt stress [7,11,80]. Incorporation of wheat (*Triticum aestivum*) *WRKY* genes (*TaWRKY2* and *TaWRKY19*) and soybean (*GmWRKY13*, *GmWRKY21* and *GmWRKY54*) into *Arabidopsis* plants led to increased abiotic stress tolerance [10,12]. Mutation in *ZAT7* abolished the salt tolerance, whereas elevated expression or RNA interference (RNAi) of *ZAT10* gave rise to more tolerance to osmotic and salinity stress in *Arabidopsis* [8,81]. This indicates these transcription factors may confer the salinity adaption in *F. tataricum*, as well.

Circadian clock coordinates the plant growth and development in response to environment changes [82,83]. Many microarray and metabolite-profiling studies revealed that plant circadian clock controlled stress-related genes modulate the abiotic responses [84]. Mutation of Gigantea (GI) in *Arabidopsis* resulted in enhanced salt tolerance, which is due to the release of SOS2 kinase [85]. In addition, the rice osgi mutant exhibited increased osmotic stress and harbored higher abundance of *OsDREB1E*, *OsAP37*, *OsAP59*, *OsLIP9*, *OsLEA3*, *OsRAB16A*, and *OsSalT* [86]. 

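The unigene c32034_g1 had 8421 counts in control and 5150 in salt treatment, or 446.13 and 201.88 TMM-normalized CPM. The log2 fold change was -1.14 (95% Wilson interval -1.19 to -1.09, q = 4.4e-17 from the MARS test on CPM values, no replicates), a decrease of 2.21-fold. It was not a DEG with an assumed biological coefficient of variation of 0.2. The FPKM + 1 scale moved the log2 fold change to -1.07. From this decrease the paper proposes that GIGANTEA may function in the adaptation to salt.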

Consistently, in our transcriptome data, *c32034_g1* (predicted *FtGIGANTEA* in tartary buckwheat) was decreased by more than 2-fold under salt conditions (Table 3). This finding indicates that in *FtGIGANTEA* may also function in salt-stress adaption.

Taken together, we de novo generated and annotated a salt responsive transcriptome of *F. tataricum*. Genome-wide assay of the transcriptional differences between control and salt-treated conditions led to identification of a lot of key regulators in salt response mechanisms. Consequently, the present study could further improve our understanding of the salt tolerance mechanisms in *F. tataricum*. The transcriptome data could supply valuable molecular information for future plant breeding strategies.

## Figures and Tables

**Figure 1:**
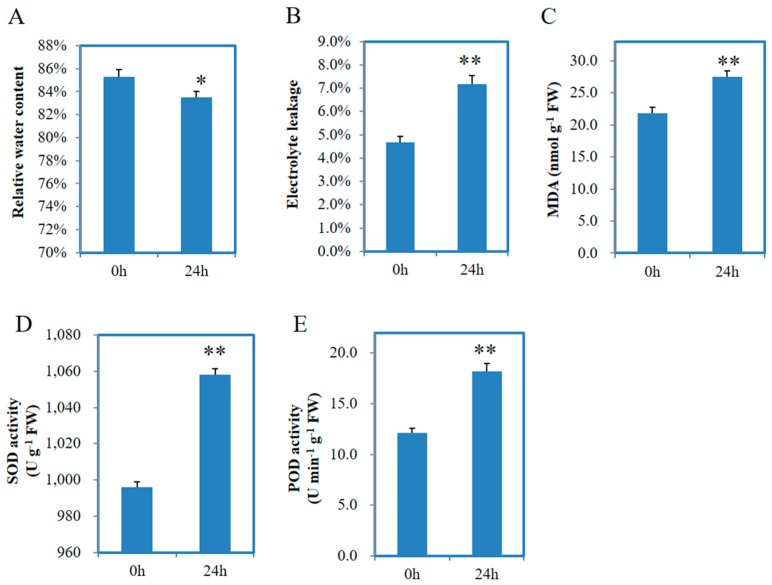
Measurement of relative water content (**A**); electrolyte leakage (**B**); malondialdehyde (MDA) (**C**); superoxide dismutase (SOD) (**D**) and peroxidase (POD) activities (**E**) in tartary buckwheat seedlings under control and salt stress conditions. 0 h and 24 h represent control and salt treatment conditions. Values are mean ± SD (*n* = 3). Single asterisk (*) and double asterisks (**) stand for *p* < 0.05 and *p* < 0.01, respectively, determined by student’s *t*-test.

**Figure 2:**
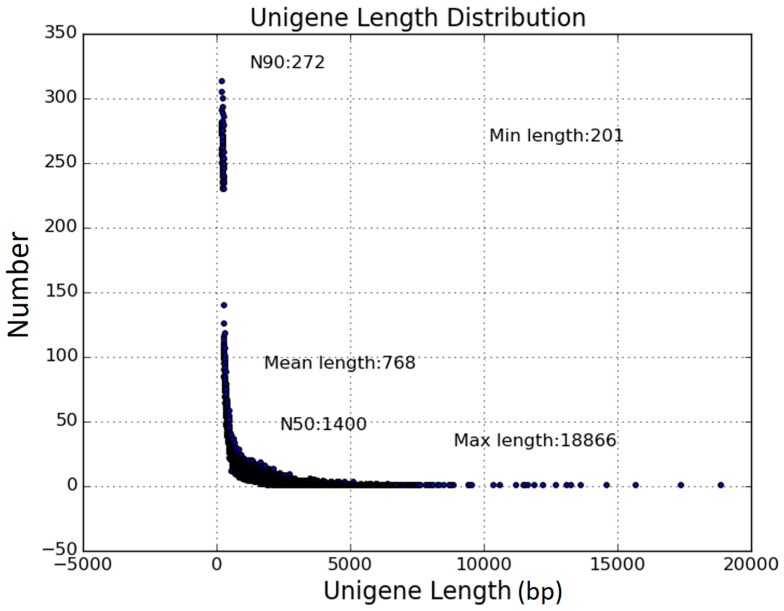
Length distribution of unigenes.

**Figure 3:**
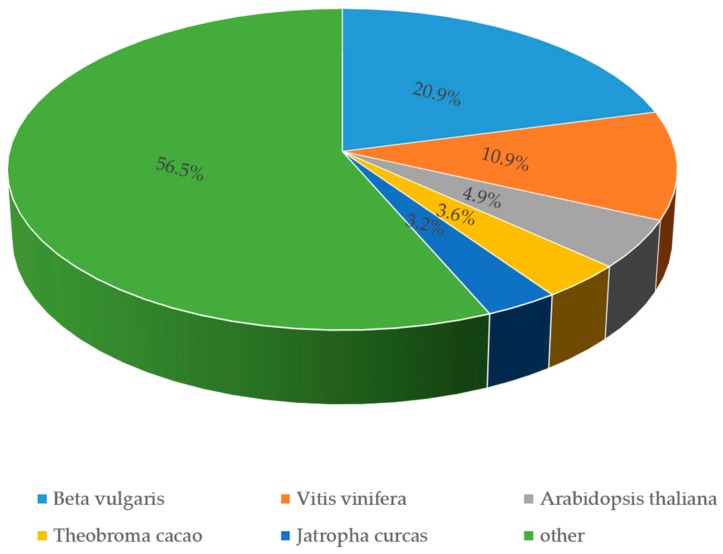
Species distribution of the matched transcriptome sequences in Genebank non redundant (NR) database.

**Figure 4:**
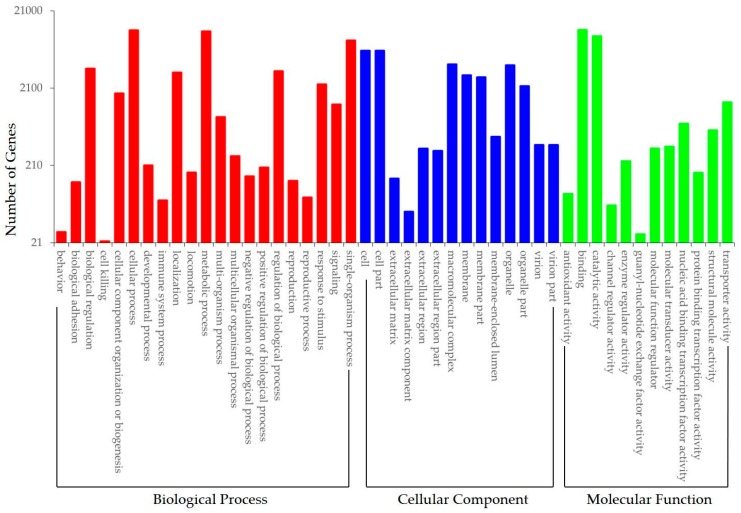
Gene ontology analysis of the *Fagopyrum tataricum* transcriptome.

**Figure 5:**
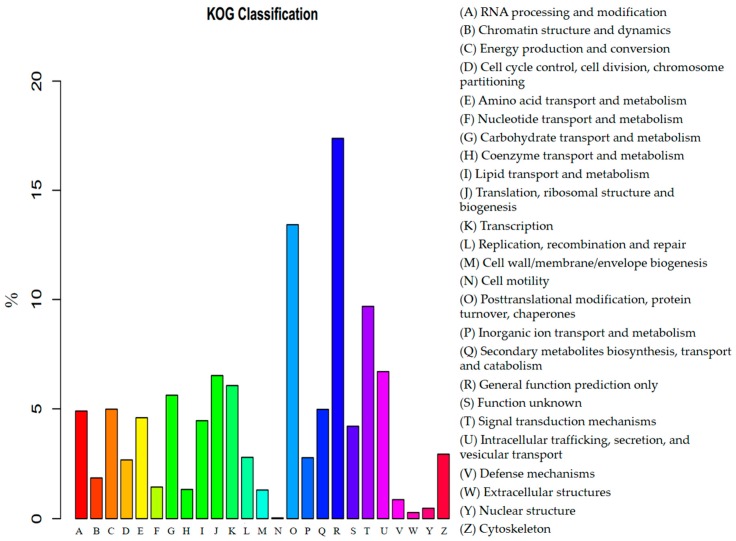
KOG (euKaryotic Orthologous Groups) function classification of the *F. tataricum* transcriptome.

**Figure 6:**
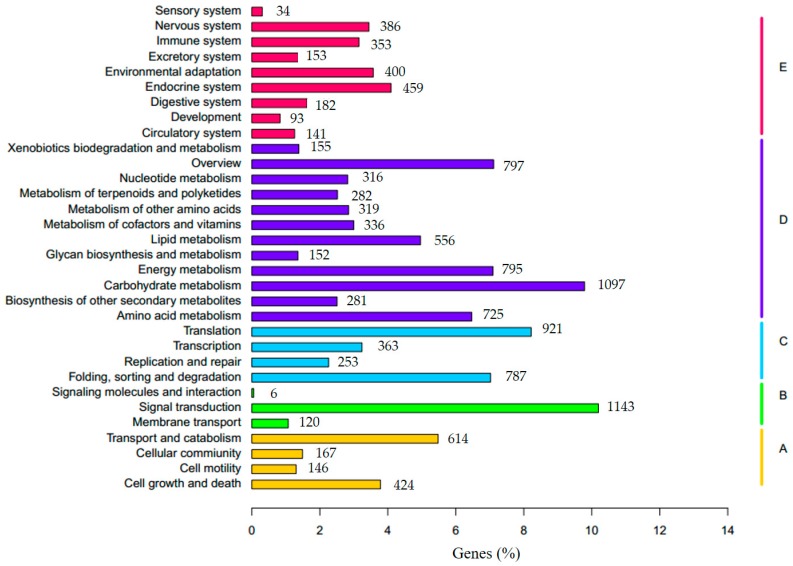
KEGG (Kyoto Encyclopedia of Genes and Genomes) classification of the *F. tataricum* transcriptome. (**A**–**E**) beside the right vertical lines means five different KEGG functional groups. (**A**) Cellular Processes; (**B**) Environmental Information Processing; (**C**) Genetic Information Processing; (**D**) Metabolism; (**E**) Organismal Systems.

**Figure 7:**
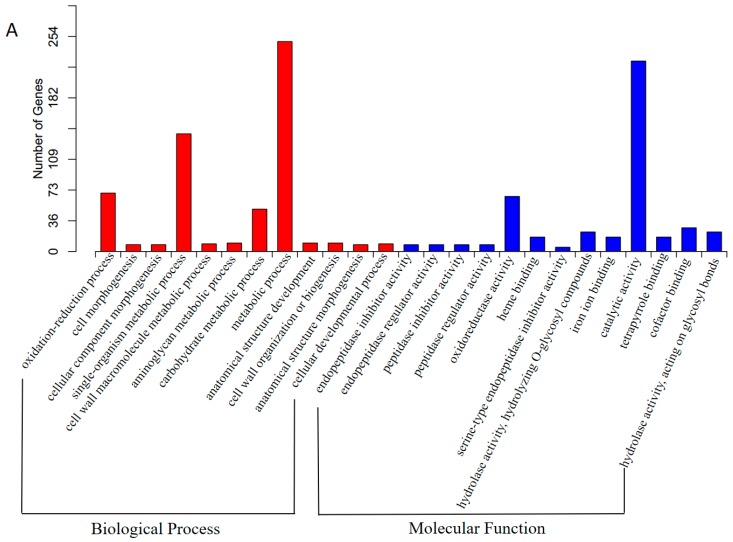

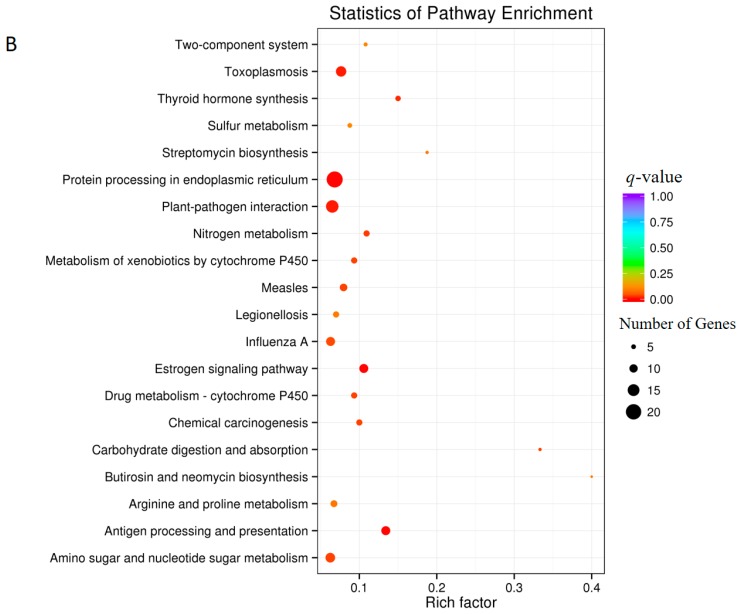
Gene ontology and KEGG analysis of differentially expressed genes (DEGs). (**A**) GO (gene ontology) classification of the DEGs. BP: GO term type of biological process; MF: GO term type of molecular function; (**B**) KEGG classification of the DEGs.

**Figure 8:**
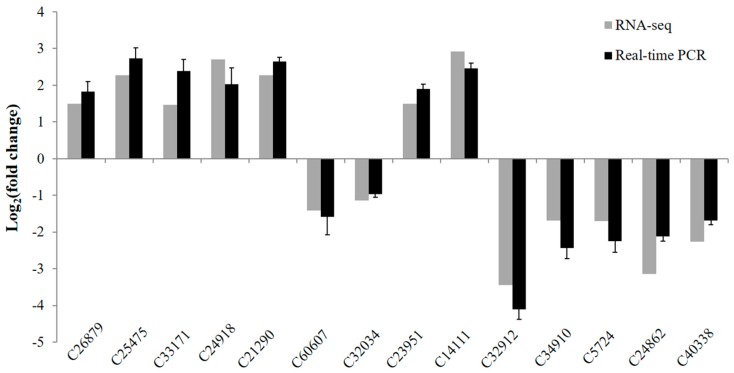
Validation of RNA sequencing (RNA-seq) expression profiles by real-time PCR. The gray bars stand for fold changes based on read count number from normalized RNA-seq data. The black bars stand for fold changes of relative expression levels that were obtained by real-time PCR based on the 2^−ΔΔCt^ algorithm. Values are mean ± SD (*n* = 3).

**Figure 9:**
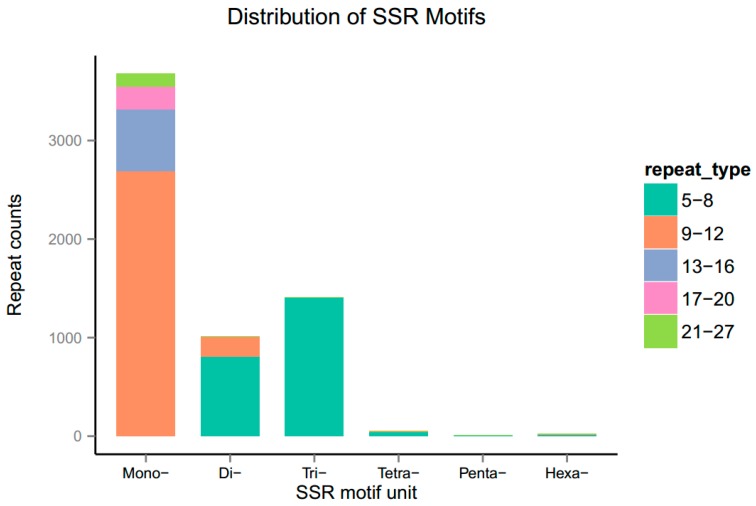
Distribution of simple sequence repeats (SSRs) identified from *F. tataricum* unigenes.

**Table 1:** Characteristics of generated read data and assembled *Fagopyrum tataricum* transcriptome data.

**Item**	**CQ_0h**	**CQ_Na24h**
Raw reads number	23,828,556	29,351,455
Clean reads	23,816,967	29,340,188
Base number (Gb)	7.14	8.80
GC content (%)	48.76%	46.70%
Q20 percentage	97.85%	98.03%
**Unigenes**		
Number of unigenes	57,921	
Min length of unigenes (bp)	201	
Mean length of unigenes (bp)	768	
Max length of unigenes (bp)	18,866	
N50 of unigenes (bp)	1,400	
Total Nucleotides of unigenes (bp)	44,508,371	

CQ_0h and CQ_Na24h represent control and salt-treated samples respectively.

**Table 2:** Summary of functional annotation in six public databases.

	Number of Unigenes	%
Annotated in Genebank NR	30,500	52.65
Annotated in Genebank NT	21,064	36.36
Annotated in KEGG	11,206	19.34
Annotated in SwissProt	23,445	40.47
Annotated in Pfam	20,859	36.01
Annotated in GO	20,834	35.96
Annotated in KOG	11,791	20.35
Annotated in all databases	4813	8.3
Annotated in at least one database	36,688	63.34
Not annotated in all database	21,233	36.66
Total Unigenes	57,921	100

**Table 3:** **Key regulators involved in salt stress responses in *F. tataricum*.** CQ_0h and CQ_Na24h represent control and salt-treated samples respectively.

Gene_ID	CQ_Na24_Readcount	CQ_0_Readcount	log2.Fold_Change	*p*−Value	*q*−Value	Annotation
MAPK						
*c33984_g1*	149.2283698	47.67405994	1.6462	1.10E−14	1.77E−12	Mitogen-activated protein kinase 9-like (*Nelumbo nucifera*)
*c34545_g1*	59.3142507	5.238326231	3.5012	1.99E−13	2.75E−11	Mitogen-activated protein kinase 2-like (*Citrus sinensis*)
**Serine−threonine protein kinase**						
*c1037_g1*	36.96338405	1.587371585	4.5414	3.94E−10	3.99E−08	probable serine-threonine protein kinase (*Beta vulgaris* subsp. *vulgaris*)
*c25455_g1*	32.83888317	1.957758288	4.0681	9.25E−09	7.77E−07	serine-threonine protein kinase (*Ricinus communis*)
*c33021_g2*	18.93342307	1.005335337	4.2352	1.04E−05	0.0005562	serine-threonine protein kinase (*Ricinus communis*)
*c25455_g1*	32.83888317	1.957758288	4.0681	9.25E−09	7.77E−07	serine-threonine protein kinase (*Ricinus communis*)
*c22689_g1*	45.015981	15.55624154	1.5329	5.30E−05	0.0024396	serine/threonine protein kinase (*Eucalyptus grandis*)
**CDPKs**						
*c38839_g1*	35.23502178	8.042682698	2.1313	9.55E−06	0.00051234	Calcium-dependent protein kinase 19 (*Theobroma cacao*)
*c31052_g1*	232.8033275	105.0294992	1.1483	8.13E−14	1.17E−11	Calcium-dependent protein kinase 26 isoform X1 (*Vitis vinifera*)
*c60566_g1*	41.9127851	14.39216904	1.5421	8.99E−05	0.0039211	Calcium-dependent protein kinase 11 (*Beta vulgaris* subsp. *vulgaris*)
**CIPKs**						
*c49233_g1*	703.207759	280.4356467	1.3263	3.54E−47	2.54E−44	CBL-interacting serine/threonine-protein kinase 4-like (*Beta vulgaris* subsp. *vulgaris*)
**LPK**						
*c10866_g1*	25.21837679	2.751444081	3.1962	3.82E−06	0.00022042	kinase, putative (*Ricinus communis*)
**PP2C**						
*c38748_g1*	173.1111939	63.54777579	1.4458	2.75E−14	4.10E−12	protein phosphatase 2C 6 (*Morus notabilis*)
**PTPase**						
*c60922_g1*	38.06325095	6.137836796	2.6326	2.23E−07	1.57E−05	tyrosine-protein phosphatase (*Beta vulgaris* subsp. *vulgaris*)
**HSPs**						
*c10992_g1*	595.8528933	171.2244817	1.7991	2.80E−60	2.80E−57	heat shock protein 70 (*Ageratina adenophora*)
*c22339_g1*	128.9593941	50.9017155	1.3411	4.77E−10	4.76E−08	heat shock protein, putative (*Ricinus communis*)
*c26417_g3*	280.7410263	129.0003975	1.1219	7.62E−16	1.36E−13	Heat shock cognate 70 kDa protein (*Glycine soja*)
*c29031_g1*	123.4207786	52.065788	1.2452	7.83E−09	6.64E−07	hypothetical protein B456_013G139100 (*Gossypium raimondii*)
*c29386_g1*	1492.912194	346.1528304	2.1086	1.92E−180	1.06E−176	heat shock protein 83 (*Beta vulgaris* subsp. *vulgaris*)
*c29386_g2*	864.9274743	402.3986969	1.104	2.04E−44	1.37E−41	heat shock protein 90-2 (*Populus euphratica*)
*c30033_g1*	222.2909568	78.20450677	1.5071	6.84E−19	1.60E−16	heat shock protein 70 (*Gossypium hirsutum*)
*c31857_g1*	196.9940181	78.25741915	1.3319	1.90E−14	2.88E−12	class I heat shock protein-like (*Nelumbo nucifera*)
*c32499_g1*	674.21841	200.4321188	1.7501	1.27E−65	1.50E−62	heat shock protein 2 (*Sesamum indicum*)
*c32766_g1*	93.5279675	46.50998745	1.0079	1.78E−05	0.00091511	heat shock 70 kDa protein 14-like (*Vitis vinifera*)
*c35678_g1*	57.62516939	7.354821678	2.9699	1.37E−11	1.59E−09	class II heat shock protein-like (*Populus euphratica*)
*c38902_g1*	275.9880301	87.94038582	1.65	6.68E−26	2.40E−23	class I heat shock protein (*Vitis vinifera*)
*c54547_g1*	852.1611621	267.4721121	1.6717	1.06E−77	1.40E−74	heat shock protein (*Solanum lycopersicum*)
**ABC Transporter**						
*c39646_g1*	110.6151854	44.97552825	1.2983	1.77E−08	1.44E−06	ABC transporter B family member 25 (*Vitis vinifera*)
*c30623_g2*	110.5759045	22.06446503	2.3252	1.56E−16	2.92E−14	ABC transporter B family member 11-like (*Beta vulgaris* subsp. *vulgaris*)
*c38901_g1*	526.9933692	238.2115626	1.1455	3.36E−29	1.32E−26	ABC transporter C family member 4 (*Gossypium arboreum*)
*c33388_g1*	55.58255943	10.10626576	2.4594	1.58E−09	1.45E−07	ABC transporter C family member 3-like (*Pyrus* x *bretschneideri*)
**GST**						
*c39155_g1*	250.1804389	40.74253735	2.6184	5.03E−40	2.97E−37	glutathione S-transferase (*Eucalyptus grandis*)
*c39970_g1*	45.17310484	12.32858598	1.8735	3.69E−06	0.00021425	glutathione transferase (*Populus trichocarpa*)
*c4684_g2*	107.5119895	14.60381858	2.8801	8.78E−20	2.30E−17	glutathione S-transferase (*Eucalyptus grandis*)
*c59876_g1*	188.4307686	61.59001751	1.6133	1.09E−17	2.21E−15	glutathione S-transferase (*Citrus sinensis*)
*c60552_g1*	79.93675509	7.19608452	3.4736	1.79E−17	3.55E−15	glutathione S-transferase U17-like (*Citrus sinensis*)
**SERK1**						
*c25693_g1*	21.29028072	0.634948634	5.0674	1.37E−06	8.58E−05	somatic embryogenesis receptor kinase 1-like (*Zea mays*)
**14-3-3**						
*c39300_g1*	82.49001753	39.10225338	1.077	2.27E−05	0.0011344	14-3-3 protein, putative (*Ricinus communis*)
**AP2/EREBP**						
*c21290_g1*	39.55592746	8.201419857	2.2699	1.13E−06	7.13E−05	ethylene−responsive transcription factor (*Sesamum indicum*)
*c33171_g2*	52.40080161	18.94263425	1.468	2.32E−05	0.0011555	AP2-like ethylene−responsive transcription factor AIL5 (*Eucalyptus grandis*)
*c44576_g1*	67.79893822	28.67851331	1.2413	1.97E−05	0.00099714	ethylene-responsive transcription factor ABR1-like (*Populus euphratica*)
*c50089_g1*	84.41478461	14.23343188	2.5682	2.66E−14	3.99E−12	putative ethylene response factor 5 (*Vitis aestivalis*)
**MYB**						
*c23951_g1*	55.8182452	19.84214482	1.4922	9.98E−06	0.00053404	transcription factor MYB108 (*Beta vulgaris* subsp. *vulgaris*)
**NAC**						
*c14111_g2*	46.90146711	6.190749182	2.9214	1.42E−09	1.32E−07	NAC domain-containing protein (*Boehmeria nivea*)
*c15464_g1*	48.47270554	0.846598179	5.8394	2.27E−13	3.13E−11	NAC transcription factor (*Fagus sylvatica*)
*c24596_g2*	89.3249047	35.76877305	1.3204	2.99E−07	2.07E−05	NAC domain-containing protein 2-like (*Tarenaya hassleriana*)
*c26879_g1*	85.8288992	30.53044682	1.4912	4.36E−08	3.41E−06	NAC domain-containing protein 78 (*Vitis vinifera*)
*c44171_g1*	65.59920442	29.63093626	1.1466	7.51E−05	0.0033343	NAC domain protein (*Medicago truncatula*)
*c44256_g1*	232.5040066	87.56999912	1.4087	4.75E−18	1.01E−15	NAC transcription factor (*Fagus sylvatica*)
*c60319_g1*	54.52197349	8.99510565	2.5996	7.35E−10	7.10E−08	NAC domain-containing protein (*Boehmeria nivea*)
*c8889_g1*	97.37750165	31.27122023	1.6388	4.90E−10	4.87E−08	NAC domain-containing protein 1 (*Salvia miltiorrhiza*)
**WRKY**						
*c10876_g1*	37.67044134	2.222320219	4.0833	7.35E−10	7.10E−08	WRKY transcription factor 31 (*Nicotiana sylvestris*)
*c23849_g1*	215.1811029	69.89726214	1.6222	4.05E−20	1.10E−17	WRKY protein (*Rheum australe*)
*c25475_g1*	64.77430424	13.3868337	2.2746	4.47E−10	4.47E−08	WRKY4 transcription factor (*Vitis aestivalis*)
*c28962_g2*	179.0819	55.55800548	1.6886	7.33E−18	1.52E−15	WRKY transcription factor 33 (*Glycine max*)
*c45063_g1*	30.24633976	3.439305101	3.1366	5.17E−07	3.43E−05	WRKY transcription factor 75 (*Nelumbo nucifera*)
*c49337_g1*	37.04194597	4.762114756	2.9595	6.23E−08	4.76E−06	WRKY transcription factor 70-like (*Citrus sinensis*)
*c49928_g1*	18.1085229	0.105824772	7.4188	1.57E−05	0.00081139	WRKY transcription factor 73 (*Gossypium hirsutum*)
**ZAT**						
*c38942_g1*	96.94541108	21.85281549	2.1494	1.57E−13	2.22E−11	zinc finger protein ZAT10 (*Beta vulgaris* subsp. *vulgaris*)
*c51237_g1*	19.79760421	0.423299089	5.5475	2.80E−06	0.00016544	zinc finger protein ZAT11-like (*Solanum tuberosum*)
*c61192_g1*	52.32223969	6.08492441	3.1041	4.95E−11	5.54E−09	zinc finger protein ZAT10 (*Populus euphratica*)
**GIGANTEA**						
*c32034_g1*	202.2969478	445.575204	−1.1392	1.05E−19	2.73E−17	protein GIGANTEA (*Beta vulgaris* subsp. *vulgaris*)

MAPK: mitogen-activated protein kinase; CDPKs: calcium-dependent protein kinases; CIPKs: CBL-interacting serine/threonine-−protein kinases; LPK: L-type lectin-domain-containing receptor kinase; PP2C: protein phosphatase 2C; PTPase: tyrosine-protein phosphatase; HSPs: heat shock proteins; ABC Transporter: ATP-binding cassette Transporter; GST: glutathione S-transferase; SERK1: somatic embryogenesis receptor kinase 1; 14-3-3: 14-3-3 protein; AP2/EREBP: AP2-like ethylene−responsive transcription factor; MYB: MYB transcription factor; NAC: NAC transcription factor; WRKY: WRKY transcription factor; ZAT: zinc finger protein ZAT.

## Supplementary Materials

The following are available online at www.mdpi.com/2073-4425/8/10/255/s1. Figure S1: Numbers of up- and down-regulated genes between control and salt treatment in *Fagopyrum. tataricum*. Table S1: Gene ontology of the *F. tataricum* transcriptome at level2. Table S2: Statistics of euKaryotic Orthologous Groups (KOG) function classification of the *F. tataricum* transcriptome. Table S3: Enrichment of the *F. tataricum* transcriptome on Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways at Hierarchy2. Table S4: Identification of the transcription factor families in *F. tataricum*. Table S5: Gene ontology of the differentially expressed genes (DEGs). Table S6: Enrichment of the DEGs on KEGG pathways. Table S7: Statistics of the frequency for different simple sequence repeats (SSRs) in *F. tataricum*. Table S8: The primers used for real-time PCR in this study.

# Supplementary material for: De Novo Assembly and Analysis of Tartary Buckwheat (Fagopyrum tataricum Garetn.) Transcriptome Discloses Key Regulators Involved in Salt-Stress Response
**Source:** Genes (Basel). 2017 Oct 3;8(10):255. doi: 10.3390/genes8100255
**Supplement:** Supplementary file 1

| **Gene ID** | **Primer-f (5’-3’)** | **Primer-r (5’-3’)** |
| --- | --- | --- |
| q-*FeActin*  (*c24824_g1*) | ACCTTGCTGGACGTGACCTTAC | CCATCAGGAAGCTCATAGTTC |
| q-*c26879_g1* | CGGAATGTGTTGGTCTTTGG | TCTACGAGAAATTGCTGAGGTC |
| q-*c25475_g1* | TTCCTCACCCAACCACTATTG | AGTCGGATCCTTTGTCAACG |
| q-*c33171_g2* | GCTTCCCTCTAAACCCTAATCC | CGCCCAGAAAGTCCTCTAAC |
| q-*c24918_g1* | GATTTATGTTTTGGCTGGGAGG | AACTGAGGAACCATGTGCTAG |
| q-*c21290_g1* | CAACGGCGATCTGAAAACTG | CACTTTCTCACGATTCTCCCTC |
| q-*c60607_g1* | ACAAGCCATCCTGACCAAG | AACAATCTATAGCCCAACCCC |
| q-*c32034_g1* | ACATTCTCCAAAACCCACCG | TTCCCATGTCAAACACCTCTC |
| q-*c23951_g1* | TTCCGGTTCTCTTCAATCCTG | TCCAATACATAACTCGACACGG |
| q-*c14111_g2* | AGCTCACCATCAAATCAGACC | CTCTTCCAAAACCCTCCCAG |
| q-*c32912_g3* | GAAGCCAGTCGAAGATACCAG | ACCCCATCAATTAACCTTCCG |
| q-*c34910_g1* | ACCTTGCTTCATCCCAAATTTC | GGGAAGTGAAGGTGTTTTGTG |
| q-*c5724_g1* | CCGTCATAAACCAAAATCGTCTG | TCCTATCCACCTCCAAGTCC |
| q-*c24862_g1* | AACCTCAATCCAAACTAGCCC | TGGACGATGCTTGAGTTGTG |
| q-*c40338_g1* | GCCGGATACAAATCGAAAACG | AATCTCAGTGGCGTCTCAAC |

**Table S8. The primers used for real-time PCR in this study.**

How the deposited data were processed for this re-analysis (not part of the article)

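The aerial parts of 2-week-old tartary buckwheat seedlings were sampled at 0 h (control) and 24 h after supply of 200 mM NaCl (salt treatment). RNA of 3 biological replicates of 8 seedlings was pooled, and 1 library was sequenced per condition. The authors assembled the reads with Trinity, mapped the clean reads onto their unigenes with Bowtie and deposited for each unigene the expected count that RSEM estimated, not normalized. The authors also deposited FPKM values, that is, fragments scaled to the length of the unigene and to the fragments mapped, and the length and annotation of each unigene. The versions of these tools are not given. Only unigenes with an FPKM of at least 0.31 are listed per library.

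The counts sum to 19361838.92 in control and 24847656.02 in salt treatment. Counts were rounded to whole numbers, and a unigene missing from a library was given 1 count. TMM normalization was done with edgeR 4.0.16 in R 4.3.3, and the median-of-ratios size factors of DESeq2 1.42.0 were tried as an alternative. DEGseq is not installed here, so its MARS test was written anew and tested on simulated data. It was run once on TMM-normalized counts scaled to an equal library size (CPM), the scale of the values in Table 3, and once on the counts. DEGs had a Storey q-value under 0.005 and a |log2FoldChange| over 1. Among 200 simulated unigenes changed by known fold changes, the test on CPM values recovered 89 and called 0 unchanged unigenes, and the test on the counts recovered 200 and called 1. The simulated counts held Poisson sampling error only, and only unigenes with at least 100 counts were changed. These numbers therefore do not show how many false calls biological variation between the 2 libraries would give.

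The 95% interval of a log2 fold change is the Wilson interval of the salt treatment share of both counts, shifted by the effective library sizes. It covers sampling error only. The test on CPM values treats scaled values as counts of a smaller library, so its p-values do not measure the sampling error of the sequenced reads. The p-values of the test on the counts cover sampling error only, since 1 library per condition gives no error between replicates. edgeR's exact test was therefore run with assumed biological coefficients of variation of 0.1, 0.2 and 0.4. It recovered 198, 119 and 0 of the 200 simulated changed unigenes at these settings.

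GO terms were tested with a Wallenius noncentral hypergeometric test whose weights follow the share of DEGs over 20 length bins, with Benjamini-Hochberg adjustment across terms with at least 1 DEG and a cutoff of 0.05. A term planted in simulated data ranked 1, and 0 other terms passed. KEGG pathways are not in the files, and were rebuilt through KEGG orthologs from the unigenes that Table S3 shows. Pathways rebuilt to less than 80% of their size were not tested. A unigene was called near-identical to another organism when its best nucleotide match was not to Fagopyrum and its alignment score reached 0.9 of its length, ribosomal RNA and organelle genomes excepted. Python 3.11.15, scipy 1.17.1, pandas 2.3.3, numpy 2.4.6, scikit-learn 1.9.0 and matplotlib 3.10.9 were used.

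The unigenes named in the text are those that the paper names in its text, Table 3 or Table S8, and the 5 with the largest and the 5 with the smallest log2 fold change among the DEGs of the fit on CPM values that had at least 1 count in each library and at least 100 counts in the 2 libraries together, which gave 77 unigenes. The alternatives covered the normalization, a minimum of 10 counts, the adjustment of p-values, the treatment of unigenes missing from a library, the fold change cutoff, the test, the FPKM scale with 1 or 0.1 added, and the background of the enrichment tests. The mapping of the samples, the tests, the rule for named unigenes and these alternatives were fixed before the processed files arrived. The alternatives that set missing unigenes to the largest unlisted count, left out unigenes near-identical to another organism, or left out the unigene with the most counts were added after seeing the data. Physiological indices, real-time PCR values, SSRs and transcription factor families are not in the files analysed here and were left out.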

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

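In the files, 5147 unigenes (10.1%) had a best nucleotide match to another organism with a score of at least 0.9 of their length, a signal in sequences that the paper does not discuss. Their median count was 3, against 22 for the others, and they held 0.080% of the counts of the control library and 0.064% of those of the salt treatment library. With ribosomal RNA and organelle genomes included, best matches to Arabidopsis thaliana were near-identical in 92.8% of cases and best matches to human or chimpanzee in 92.0%. The share was 97.4% for mouse, 96.3% for Escherichia and 84% for Caenorhabditis, but 29.4% for wheat and goatgrass. It was 0.30% for Beta vulgaris, a plant of the same order as buckwheat. The amounts differed between the libraries. Among the 5147 unigenes, those of rice differed less, with 301.3 CPM of the total count in control and 214.5 in salt treatment. Those of human or chimpanzee held 229.8 and 6.8, those of wheat and goatgrass 81.9 and 0.24, and those of Arabidopsis thaliana 69.9 and 371.1. If these were conserved genes, Beta vulgaris matches would be near-identical about as often as Arabidopsis thaliana matches, and the 0.30% speaks against that. If they came from reads carried over from other organisms, their median count was predicted to be under 0.1 of that of the others. The ratio was 0.14, which misses that limit. A median count does not show where a sequence comes from, so carry-over of reads remains a candidate explanation that this test does not settle. Both predictions were made after the matches had been seen. Another prediction, made before its result, was that at least 10% of the DEGs would be such unigenes if they made up part of the DEGs, and 0.46% were. No DEG of the fit on CPM values had under 423 counts, so depth nearly fixed this low share and it decides nothing. Among the 5035 DEGs of the fit on the counts, 134 were such unigenes. Apart from conserved genes, no biological explanation was tested.

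The unigene with the most counts, with a best match to ribosomal RNA, held 14.4% of the counts of the control library and 3.6% of those of the salt treatment library. It was flagged because the paper does not report on it. Among the 48 falling DEGs, 11 (22.9%) had a best match to ribosomal RNA or an organelle genome. The predictions for this pattern were made before the results, except where stated. If the unigene shifted the normalization, leaving it out before TMM would move every log2 fold change by more than 0.1, and it moved them by 0.00024. TMM trims unigenes with extreme ratios before it computes its factors, so this small shift was nearly fixed in advance. The effective library size of salt treatment over control was 1.3515 with the unigene and 1.3513 without it. This argues against a shift of the log2 fold changes given here by this unigene. Leaving the unigene out before TMM, an alternative added after seeing the data, raised the number of DEGs from 432 to 469 and that of rising DEGs from 384 to 417. It lowered both effective library sizes by nearly the same share, which raises all CPM values and with them the power of that fit. The fit on the counts stayed at 5035 DEGs, so the rise to 469 does not show an effect of the unigene on the fold changes. If salt lowered photosynthesis genes in general, nuclear ones would fall too, but their median log2 fold change was 0.27. If RNA without poly(A) tails had been carried through the selection in different amounts, plastid unigenes would fall by more than nuclear photosynthesis genes by at least 0.5. The difference between the medians over all unigenes matching plastid genomes was -0.91, opposite to that prediction. Most of these 151 unigenes match other plants, and only 26 match a Fagopyrum chloroplast genome, but those 26 held nearly all of the plastid counts, 3.774% of 3.787% of the control counts. Summed, plastid counts fell from 3.79% to 2.47% of the library, and after TMM normalization the log2 ratio of the sums was -0.69. Unigenes matching mitochondrial genomes had a median log2 fold change of -0.81, and ribosomal RNA had a log2 ratio of summed counts of -2.05, nearly all of it from the unigene with the most counts. The median over the 8 ribosomal RNA unigenes with at least 100 counts was 0.07, and 2 rose and 3 fell by more than 1. Over those of the 26 with at least 100 counts, 14 unigenes, a test set up after seeing the first result gave a difference of 1.32. The amount of carried-over ribosomal and organelle RNA may therefore differ between the libraries. The planned median weighs unigenes of other plants with few counts as much as the others, so it is weak evidence against this. With 1 library per condition, an effect of salt on organelle transcripts cannot be told apart from it.

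Among the rising DEGs, 14 were described as defence proteins such as chitinases, thaumatin-like proteins and defensins, a group that the paper does not discuss by name. They include the largest rises among DEGs with counts in both libraries, those of c44070_g1 (5 and 7736 counts, log2 fold change 10.16), c44303_g1 (7 and 5485, 9.18), c33704_g1 (6 and 3262, 8.65), c23966_g1 (33 and 15155, 8.41) and c34642_g1 (14 and 4603, 7.93). Of the 46 defence unigenes with at least 100 counts, 27 rose by more than 1 on the log2 scale. Some are among the unigenes of terms that the paper reports as enriched. Table S5 lists c34642_g1 under endopeptidase inhibitor activity and c33704_g1 under cell wall macromolecule metabolic process. The list of descriptions was written after the largest rises had been seen. Microbes in the salt treatment library are a candidate explanation. Counts on unigenes with a best match to a microbe would then be more than 2 times higher there, a prediction made after the counts per organism had been seen, and the log2 ratio was -0.70. This speaks only against microbial growth that would leave RNA in a library selected for poly(A) tails. RNA of microbes that does not pass that selection is not covered. A difference in time, handling or plant batch between the 2 pooled libraries was not tested, so an effect of salt cannot be told apart from these.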

How the results depend on the processing

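Of 122 results, 66 were unchanged under every alternative, and 361 of 476 recomputed values stayed within the main result. No result reversed. The number of DEGs of the fit on CPM values was 432. It was 737 with no fold change cutoff, 198 with a |log2FoldChange| over 2 and 5035 with the test on the counts, which has more power because CPM values shrink each library to a smaller number of reads. Its other alternatives gave between 431 and 469 DEGs. The 5035 DEGs of the fit on the counts became 12156 with no fold change cutoff, 2729 with a |log2FoldChange| over 2, and 2668 among unigenes with at least 10 counts in each library, a filter that removes unigenes listed in only 1 library. With an assumed biological coefficient of variation of 0.1, 0.2 and 0.4 there were 2834, 1114 and 272. The share of unigenes annotated in at least 1 database moved from 66.4% to 80.1% and the median length from 457 to 969 bp among unigenes with at least 10 counts, since short unigenes have few reads. Without unigenes near-identical to another organism, chosen after seeing the data, they were 62.6% and 520 bp. GO enrichment gave 12 terms under every alternative, and KEGG enrichment 6 pathways or 8. A change of library scaling cannot alter a correlation of log2 fold changes, so the alternative for real-time PCR carries no information. Among the other rows, 100 moved and 2 became weaker. Depth limits the fit on CPM values to unigenes with at least 423 counts together, and 1 library per condition leaves every comparison without a measured error between replicates. The replicate block was not run because each condition has 1 pooled library.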

Differences from the paper's values

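The GO enrichment gave 12 terms against the paper's 25. The plain hypergeometric test, the DEGs of the fit on the counts and the background of unigenes with at least 10 counts also gave 12 each, so none of the alternatives set before the files arrived closed the gap. The paper's list includes broader terms such as cellular component morphogenesis, while terms were used here without their ancestors. The 12 and the 25 are therefore not counts over the same set of terms.

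The q-values of all 61 unigenes of Table 3 were higher here than the paper's, with a median ratio of 1.56, while the median ratio of the p-values was 1.00. In the list that follows, the value found here comes first and the paper's second. Here and in Table 3 they were c33984_g1 2.79e-12 and 1.77e-12, c34545_g1 4.35e-11 and 2.75e-11, c1037_g1 6.23e-08 and 3.99e-08, c25455_g1 1.21e-06 and 7.77e-07, c33021_g2 0.000866 and 0.000556, c22689_g1 0.00379 and 0.00244. For further unigenes the pair was c38839_g1 0.000796 and 0.000512, c31052_g1 1.82e-11 and 1.17e-11, c60566_g1 0.0061 and 0.00392, c49233_g1 3.97e-44 and 2.54e-44, c10866_g1 0.000344 and 0.00022, c38748_g1 6.43e-12 and 4.10e-12. Next in the order of Table 3 came c60922_g1 2.46e-05 and 1.57e-05, c10992_g1 4.43e-57 and 2.80e-57, c22339_g1 7.40e-08 and 4.76e-08, c26417_g3 2.14e-13 and 1.36e-13, c29031_g1 1.03e-06 and 6.64e-07, c29386_g1 1.76e-176 and 1.06e-176. The pairs of the following unigenes were c29386_g2 2.13e-41 and 1.37e-41, c30033_g1 2.49e-16 and 1.60e-16, c31857_g1 4.52e-12 and 2.88e-12, c32499_g1 2.37e-62 and 1.50e-62, c32766_g1 0.00142 and 0.000915, c35678_g1 2.50e-09 and 1.59e-09. Then came c38902_g1 3.74e-23 and 2.40e-23, c54547_g1 2.23e-74 and 1.40e-74, c39646_g1 2.25e-06 and 1.44e-06, c30623_g2 4.63e-14 and 2.92e-14, c38901_g1 2.05e-26 and 1.32e-26, c33388_g1 2.25e-07 and 1.45e-07. After these the pairs were c39155_g1 4.68e-37 and 2.97e-37, c39970_g1 0.000334 and 0.000214, c4684_g2 3.60e-17 and 2.30e-17, c59876_g1 3.46e-15 and 2.21e-15, c60552_g1 5.58e-15 and 3.55e-15, c25693_g1 0.000134 and 8.58e-05. The table goes on with c39300_g1 0.00176 and 0.00113, c21290_g1 0.000111 and 7.13e-05, c33171_g2 0.00179 and 0.00116, c44576_g1 0.00155 and 0.000997, c50089_g1 6.27e-12 and 3.99e-12, c23951_g1 0.00083 and 0.000534. Further pairs were c14111_g2 2.05e-07 and 1.32e-07, c15464_g1 4.94e-11 and 3.13e-11, c24596_g2 3.23e-05 and 2.07e-05, c26879_g1 5.34e-06 and 3.41e-06, c44171_g1 0.00519 and 0.00333, c44256_g1 1.58e-15 and 1.01e-15. Still in that order followed c60319_g1 1.10e-07 and 7.10e-08, c8889_g1 7.58e-08 and 4.87e-08, c10876_g1 1.10e-07 and 7.10e-08, c23849_g1 1.71e-17 and 1.10e-17, c25475_g1 6.97e-08 and 4.47e-08, c28962_g2 2.38e-15 and 1.52e-15. Of the remaining unigenes the pairs were c45063_g1 5.36e-05 and 3.43e-05, c49337_g1 7.47e-06 and 4.76e-06, c49928_g1 0.00283 and 0.000811, c38942_g1 3.50e-11 and 2.22e-11, c51237_g1 0.000259 and 0.000165, c61192_g1 8.68e-09 and 5.54e-09. Last came c32034_g1 4.36e-17 and 2.73e-17. With genes of at least 10 counts in the 2 libraries together, the median ratio was 0.89 and the q-values of all but 1 unigene came within 1.5 times the paper's. With genes of 0 counts in either library left out, the median ratio was 0.97 and 2 of 60 tested unigenes differed. With genes of at least 10 counts in each library, 55 of 59 tested unigenes differed. The q-values of all 61 differed with total counts per library, with DESeq2's size factors, with Benjamini-Hochberg adjustment and with the test on the counts.

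The p-value of c49928_g1 was 3.8e-05 against the paper's 1.57e-05, and its log2 fold change was 8.41 against the paper's 7.4188. This unigene is not listed in the control library and was given 1 count here, which stands for 0.053 CPM. Table 3 gives it a higher control value, so the 1 count given here was too low for it and raised its fold change. No alternative was set for the p-value of a single unigene.

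The paper counts c60566_g1, c44171_g1 and c60607_g1 among its DEGs. Their q-values here were 0.0061, 0.0052 and 0.0056, above the cutoff of 0.005. Of the 352 DEGs shown in Table S5, 335 were DEGs of the fit on CPM values and 17 were not. The q-values of those 17 in the MARS test ran from 3.5e-14 to 0.0093, so the q cutoff does not account for all of them. The number of DEGs, 432 with 384 rising and 48 falling, was within 1.5 times the paper's 455, 404 and 51. The filter of at least 10 counts in the 2 libraries together, set before the files arrived, gave 456 DEGs with 404 rising and 52 falling. It is a setting under which the values come close to the paper's, and the methods of the paper state no such filter. The paper lists endopeptidase inhibitor activity as enriched, and here its adjusted p was 0.12 in the Wallenius test. The measures are unlike, since the term was tested here without its narrower terms and held 6 unigenes with 2 DEGs. The paper lists 8 DEGs under it, of which 7 were DEGs here. The paper describes ATP metabolic process as overrepresented among the down-regulated DEGs, and of the 12 unigenes it lists there 6 rose and 6 fell here. These are 6 among 384 rising and 6 among 48 falling DEGs, so the split does not conflict with the paper's statement. The r squared across the 14 unigenes of Fig. 8 was 0.938 against the paper's 0.9372, computed with bars read by eye, such as about 2.5 for c14111_g2 and about -4.1 for c32912_g3 in Fig. 8.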

Other observations

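Among the alternatives to the fit on CPM values, running the MARS test on the counts changed the number of DEGs most. If the authors' test was run on CPM values, the p-values of Table 3 would be nearer to that fit, and they were for 61 of 61 unigenes. This prediction was written after the values had been seen.

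Across the 14 genes of Fig. 8, the log2 fold change of the libraries and the bars read by eye gave a Pearson r of 0.969 (permutation p = 2.0e-05, adjusted p = 6.0e-05), where the p is the smallest that 100000 resamples allow, and a Spearman rho of 0.890 (permutation p = 4.0e-05). This is a relation across genes, which are not independent replicates, and the genes form a rising and a falling group. Within the 7 rising genes r was 0.442 (exact permutation p = 0.31, adjusted p = 0.31) and rho 0.429 (exact permutation p = 0.35). Within the 7 falling genes r was 0.752 (exact permutation p = 0.051, adjusted p = 0.077) and rho 0.679 (exact permutation p = 0.11). The 3 relations were adjusted together. Most of the pooled relation is the difference between rising and falling genes.

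The GO term cell morphogenesis is carried by 26 unigenes, of which 17 are HSP70 members and 21 have a MreB/Mbl domain entry in the Pfam column. Its 8 DEGs are all HSP70 members with that entry, and 0 DEGs with the term were left without them. The term may therefore reflect a shared protein domain rather than a change in cell shape. The prediction was written after the genes had been seen, and the Pfam entry of HSP70 that was chosen first to define the family occurs in no row of the files, so the family was defined afterwards from orthologs and Swiss-Prot descriptions.

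Of the 11 DEGs of Antigen processing and presentation, 8 were DEGs of Estrogen signaling pathway too, and all 8 were heat shock proteins that rose. The explanation that the pathways share the same heat shock unigenes was tested by this number, 8, and the enrichment of both may rest on them. The prediction was written before the overlap was computed, but after the number of DEGs in each pathway had been seen.

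Of the 6 falling DEGs that Table S5 lists under ATP metabolic process, 4 had a best match to ribosomal RNA or an organelle genome, a prediction written after the genes had been seen. The explanation that the terms rest on rRNA and organelle unigenes was tested by this number, 4 of 6, and the falling part of the term may rest on them.

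Since GIGANTEA fell, a shift of the circadian clock between the samples was tested. Other clock unigenes would then change by more than 1 on the log2 scale, with morning and evening genes in opposite directions. Of 16 such unigenes with at least 100 counts, 3 changed by that much. The median log2 fold change was 0.02 for 4 unigenes assigned to the morning set and -0.06 for 12 assigned to the evening set. The assignment rests on gene descriptions. The evening set includes unigenes described as APRR9 and APRR2, whose time of expression was not checked here, so the split by phase is uncertain. In a first run the search patterns had also matched efflux carriers and a strain code, and they were corrected after those values had been seen, so the test counts as written after the result. The sets were not uniform, and the evening unigenes ranged from -2.64 to 1.13, with 2 falling and 1 rising by more than 1, and the morning unigenes from -0.41 to 0.44. The smallest q-values of the MARS test on CPM values were those of an LHY-like unigene and the APRR9 unigene, without replicates. The first rose by 0.39 (q = 2.1e-12) and the second fell by 0.69 (q = 0.00064) on the log2 scale. Since the phase of APRR9 was not checked, this pair is no test of morning against evening genes. The prediction for the whole set was not met, but a shift of the circadian clock that bears on GIGANTEA and some evening genes may remain, and it was not tested.

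Markers of osmotic stress and abscisic acid, such as late embryogenesis abundant proteins and sodium/hydrogen exchangers, were listed before their values were looked up. Of 22 marker unigenes with at least 100 counts, 4 (18.2%) rose by more than 1 on the log2 scale, against 1475 of 16733 other unigenes (8.8%). The difference was not significant (one-sided Fisher exact p = 0.12), and 0 of the markers were DEGs of the fit on CPM values. That number was limited by depth and by the fold change cutoff. No DEG of that fit had fewer than 423 counts in the 2 libraries together, and 3 of the 4 rising markers had at most 25 counts in control and 234 in salt treatment, so their rise was not detectable at this depth in that fit. Of the markers with many counts, a pair of late embryogenesis abundant unigenes rose by 0.71 on the log2 scale each (q = 9.7e-10 and 8.2e-06, no replicates), under the cutoff of 1.

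Of the 1233 unigenes with a best NR match to Arabidopsis thaliana, 943 (76.5%) were near-identical to another organism at the nucleotide level. Without such unigenes, the share of Arabidopsis thaliana among NR matches was 1.1%, in place of 4.3%.

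The 5 unigenes with the smallest log2 fold changes among DEGs with counts in both libraries include c33243_g3 (811 and 82 counts, log2 fold change -3.74), with a best nucleotide match to a bacterial genome, c31727_g1 (430 and 78, -2.90) and c44028_g1 (917 and 208, -2.57), the last with a best match to a mitochondrial genome. The value of c33243_g3 was -2.16 as a log2(FPKM + 1) difference and -2.24 with 0.1 added, outside its interval of -4.07 to -3.41. The unigene c32912_g3 of Fig. 8 has a best nucleotide match to a bacterial genome too, although its NR match is to a plant mitochondrial protein, so its origin is not settled.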
